# Integrated chromatin and transcriptomic profiling reveals sex-specific mechanisms of gene regulation in hepatic nutrient responses

**DOI:** 10.1371/journal.pbio.3003601

**Published:** 2026-02-12

**Authors:** Zhengyi Zhang, Vivien Su, Carrie B. Wiese, Lijing Cheng, Dan Wang, Ya Cui, Aneesh Kallapur, Jason Kim, Xiaohui Wu, Peter H. Tran, Zhenqi Zhou, David Casero, Wei Li, Andrea L. Hevener, Karen Reue, Tamer Sallam

## Abstract

Little is known about how sex and diet interact at the level of chromatin organization. A comprehensive analysis of diet-induced chromatin dynamics can reveal how the liver mounts a rapid adaptive response to environmental cues and uncover mechanisms underlying sex differences. Here, we employed an integrative strategy to construct a nucleosome accessibility atlas of the mouse liver under different dietary conditions. Stringent analysis revealed a largely preserved hepatic chromatin landscape across feeding states, with sex being the critical factor driving changes in chromatin accessibility. Notably, lipid-rich diet preferentially enriched CCAAT-binding motifs in females, while nutrient-sensing nuclear receptor motifs were more strongly enriched in males. Furthermore, using the Four Core Genotypes model (XX ovaries / XY testes / XX testes / XY ovaries), we disentangled the effects of gonadal and chromosomal sex on diet-induced gene regulation. By leveraging this framework with multiple mouse models and molecular approaches, we identified a suppressive role of testosterone in regulating the sex-dimorphic GWAS gene *PNPLA3*. Overall, we establish an unbiased transcriptomic resource that revealed chromatin dynamics and identified gene clusters associated with distinct sex-related factors.

## Abstract 2

Metabolic diseases, including fatty liver diseases, are often influenced by biological sex. This study provides a detailed characterization of how sex and diet interact to shape molecular responses in the mouse liver, teasing apart how gonadal and chromosomal sex influence diet-induced transcriptomic and chromatin dynamics.

## Introduction

Epigenetic checkpoints help cells coordinate transcript biogenesis and crosstalk with other steps in gene regulation [1]. DNA is typically stored in nucleosomes, highly condensed structures that congregate to form chromatin [2]. Chromatin converts from an active to an inactive state through various mechanisms [3]. Chemical modifications of DNA or histone proteins can alter the three-dimensional structure of chromatin and position of nucleosomes [4,5]. Since nucleosomal rearrangements often precede binding and activation of transcription factors (TFs) [6,7], information about nucleosome position can be used to infer active regulatory regions. Genome-wide analysis of accessible chromatin regions has grown in popularity with the development of ATAC-seq [8,9]. Despite an increase in ATAC-seq datasets on the spatial organization of chromatin states in tissues under basal conditions or during development [10–12], our understanding of how chromatin rearrangements affect metabolic health and disease states are still ongoing and largely constrained to a few well-studied genes and broad epigenetic modifications [13–16]. In particular, few studies have carefully examined sex-related differences in nucleosome positioning in response to diet [17–19].

The liver transduces dietary signals to influence gene expression and metabolism [20,21]. For example, a high-fat diet (HFD) alters hepatic metabolism to accommodate the intake of excess calories and a high fat content, while a cholesterol-rich diet also alters hepatic metabolism and RNA biogenesis but does so differently than a HFD [22–25]. Both diets can increase the risk of metabolic-associated fatty liver disease (MAFLD) [26–28]. MAFLD and other metabolic traits are influenced by biological sex [29–31]. For example, hepatic lipid composition at baseline and after feeding a lipid-rich diet differs by sex [23,31]. Proposed mediators of sex differences in hepatic gene expression and metabolism include estrogen receptor, growth hormone, X-chromosome factors, and the BCL6–STAT5 axis [23,32].

Changes in chromatin can lay the foundation for transcription or interactions with pathways involved in transcript splicing, modification, and export [33–35]. However, we do not know the extent to which the hepatic chromatin environment changes in response to different challenges or how it contributes to gene expression and function. Since selective gene regulation is strongly influenced by epigenetics [36–38], mapping chromatin accessibility can be used to infer critical transcriptional regulators and determine their cooperative and hierarchical interactions. In this resource study, we mapped the chromatin landscape in mouse liver and analyzed the effects of diet and sex on hepatic transcriptional regulation.

## Results

### Sex regulates chromatin accessibility at promoter regions in liver

To better understand how diet affects chromatin rearrangements, we fed male and female wildtype mice a normal chow diet (CD), a cholesterol-rich Western diet (WD), or a low-cholesterol HFD for 2 weeks and examined their livers by ATAC-seq (Fig 1A). Comparable read counts were obtained across all groups after sequencing, and each sample exhibited a similar alignment rate (S1A and S1B Fig). Of 122,587 unique peaks (indicating accessible chromatin) mapped in the three diet groups (Fig 1B, S1 Table), 49% were in intergenic regions, 38% were in introns, and 7% were in “promoter–transcription start site (TSS)” regions (Fig 1B). Principal component analysis showed that female and male mice fed a CD had largely similar profiles for principal components 1 and 2 (Fig 1C). Principal component 1 captured >82% of the variance (Fig 1C). Male mice responded more variably to diet than females, particularly when fed a HFD (Fig 1C). Changes in chromatin in response to WD or HFD differed by sex, and WD led to greater differences in principal component 1. Thus, hepatic chromatin accessibility in response to a lipid-rich diet differed in a highly sex-biased manner.

**Fig 1:**
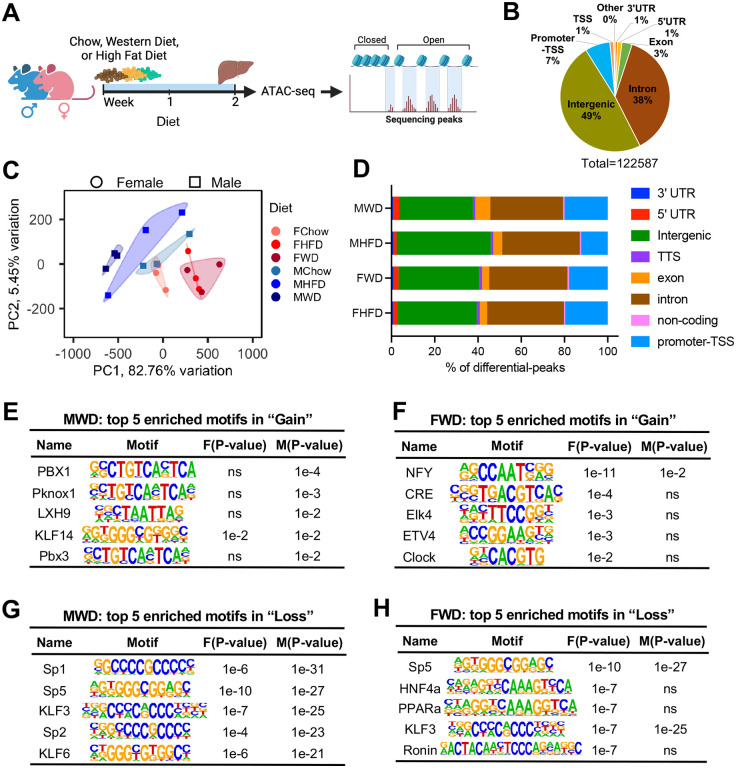
Sex regulates hepatic chromatin accessibility in response to diet. **(A)** Design of liver ATAC-seq experiments (*n* = 3 mice per group). **(B)** Distribution of genomic locations for all peaks. **(C)** PCA plots of hepatic chromatin accessibility generated from the peak score of each sample (*n* = 122,587). (FChow) females on CD, (FWD) females on WD, (FHFD) females on HFD, (MChow) males on CD, (MWD) males on WD, (MHFD) males on HFD. **(D)** Genomic location of peaks that showed gain or loss of accessibility in female or male mice liver. **(E)** Top five enriched motifs by HOMER using top 200 peaks from male WD/CD (ranked by fold changes, *P* < 0.05). **(F)** Top five enriched motifs by HOMER using top 200 peaks from female WD/CD (ranked by fold changes, *P* < 0.05). **(G)** Top five enriched motifs by HOMER using bottom 200 peaks from male WD/CD (ranked by fold changes, *P* < 0.05). **(H)** Top five enriched motifs by HOMER using bottom 200 peaks from female WD/CD (ranked by fold changes, *P* < 0.05).

Most accessible sites did not show altered chromatin accessibility in response to diet (constitutive); however, females had both greater loss and gain of accessible sites than males (S1C Fig, S1 Table). The percentage of differentially-accessible regions (DARs) due to a WD or HFD was high in the intergenic, intronic, and promoter-TSS regions, which did not reveal notable sex-specific differences in genomic localization (Fig 1D, S1 Table). However, sex-induced differences in chromatin accessibility were proportionally more clustered in the TSS region (S1D–S1G Fig). Compared to CD, female mice fed a WD or HFD had more DARs, including both gain and loss of accessible sites at promoters, than males on the same diet (S1H and S1I Fig). Thus, chromatin rearrangements in response to a lipid-rich diet differed between male and female mice, particularly in the promoter regions.

To identify potential TFs involved in sex-specific chromatin regulation, we first analyzed motif enrichment, using the top 200 DARs from each genomic location in each group (CD versus HFD or WD). Given the lower individual variability in the WD group (Fig 1C), we selected the WD as the representative condition for subsequent analyses. Comparison of the top 5 enriched motifs in the WD group versus the CD group showed that male “gain” peaks were specifically enriched with PBX1 and Pknox1, whereas females’ “gain” peaks were enriched in TFs from with NFY, CRE, and ETS families (Elk4 and ETV4) (Fig 1E and 1F). Notably, NFY was enriched in both males and females, but the degree of enrichment varied by sex. For the “loss” peaks, males and females shared common top enriched motifs, including zinc-finger DNA-binding proteins from Sp TF family (Sp1, Sp2, and Sp5), and KLF3, with higher enrichment in male mice. The TFs distinctly enriched in female “loss” included PPARα and HNF4α (Fig 1G and 1H), two nuclear receptors whose activities are known to differ in males and females [39–41]. Thus, we observed sex bias in specific TF motif enrichment in response to WD feeding.

### Motif analysis reveals a sex-biased TF preference in response to diets

To characterize the relationship between changes in hepatic chromatin accessibility and gene expression, we first analyzed the hepatic transcriptome by RNA-seq after 2 or 4 weeks on a WD, HFD, or CD (Fig 2A). Consistent with the ATAC-seq results, WD and HFD induced similar patterns of gene expression changes, but transcriptomic profiles were distinctly separated by both sex and diet. According to UMAP analysis, sex was the primary contributing factor (Fig 2B). Therefore, we first examined the global effects of sex and identified 401 genes with higher expression in males and 250 genes with higher expression in females (Fig 2C). We also assessed the global effects of diet by comparing HFD versus CD, WD versus CD, and HFD versus WD. Both the HFD and the WD induced a substantial number of differentially expressed genes (DEGs) comparing to CD (Fig 2D and 2E), but a relatively small number of DEGs were identified for HFD versus WD (Fig 2F), and as expected, these were related to sterol biosynthesis (S2A Fig). We next aimed to understand how changes in chromatin accessibility relate to changes in gene expression. Because a single DEG may be associated with multiple regions of accessible chromatin, we assigned ATAC-seq peaks to DEGs based on their genomic locations to determine which regions may contribute to the regulation of these genes. Peaks were predominantly mapped to intronic, intergenic, and promoter-TSS regions, and most DEGs showed peaks in more than one genomic location (Fig 2G–2J).

**Fig 2:**
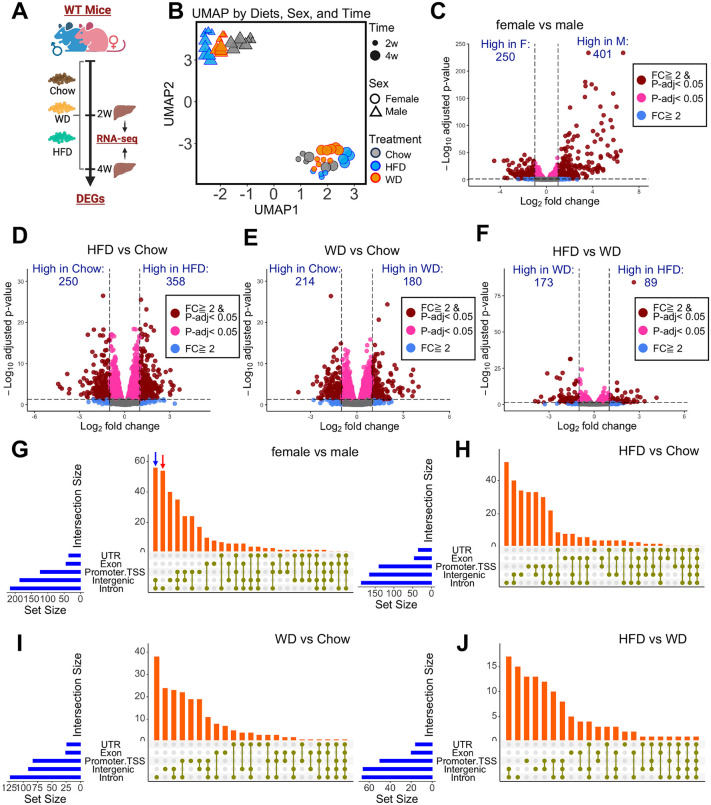
Relationship of DEGs to chromatin accessibility. **(A)** Schematic of RNA-seq analysis of mouse liver. **(B)** UMAP generated by using reads per kilobase per million mapped reads (RPKM) of RNA-seq. **(C–F)** Volcano plots showing DEGs as indicated. **(G–J)** UpSet plots showing the genomic distribution of ATAC-seq peaks associated with DEGs across five genomic regions. The “intersection size” represents the number of DEGs which showed ATAC-seq peaks within the gene overlapping genomic regions. For example, the blue arrow in Fig 2G reveals that approximately 55 DEGs have peaks located in both intronic and intergenic regions. The red arrow highlights DEGs with peaks exclusively in intronic regions. The “set size” denotes the total number of peaks identified in each genomic category. For example, more than 200 intronic peaks are associated with DEGs in Fig 2G.

To further disentangle at a genome-wide scale the factors that led to sex-specific chromatin responses to hyperlipidemia, we analyzed male- and female-biased DARs in the WD and CD groups (Fig 3A). Four groups emerged: Groups I (males) and II (females) had gains in chromatin accessibility in response to a WD, whereas Groups III (males) and IV (females) had losses (Fig 3B). We chose the top and bottom 100 peaks from each group for motif analysis. These peaks also exhibited a consistent pattern in HFD versus CD (Fig 3C). The results of motif analysis revealed distinct sex-biased motif differences (Fig 3D). For example, Cux2 was specifically enriched in group IV (“female loss” of accessibility), consistent with reports that Cux2 enrichment in genomic regions with greater hepatic chromatin accessibility tends to be greater in male than in female mice [18]. Female-biased clusters also showed enrichment of HNF4α motif as expected, consistent with our earlier results (Fig 1F) and prior reports [39–41]. The peaks in the “male gain” (group I) and “female loss” (group IV) were enriched in motifs of nutrient-sensing nuclear receptor family members (e.g., LXRE, RXRE, and PPARE), whereas the peaks in the “female gain” (group II) and “male loss” (group III) were enriched in motifs of the zinc finger protein family, ETS family, and NFY (CCAAT) (Fig 3D). The top enriched motifs for gains in chromatin accessibility were LXRE in males and NFY in females (Fig 3E).

**Fig 3:**
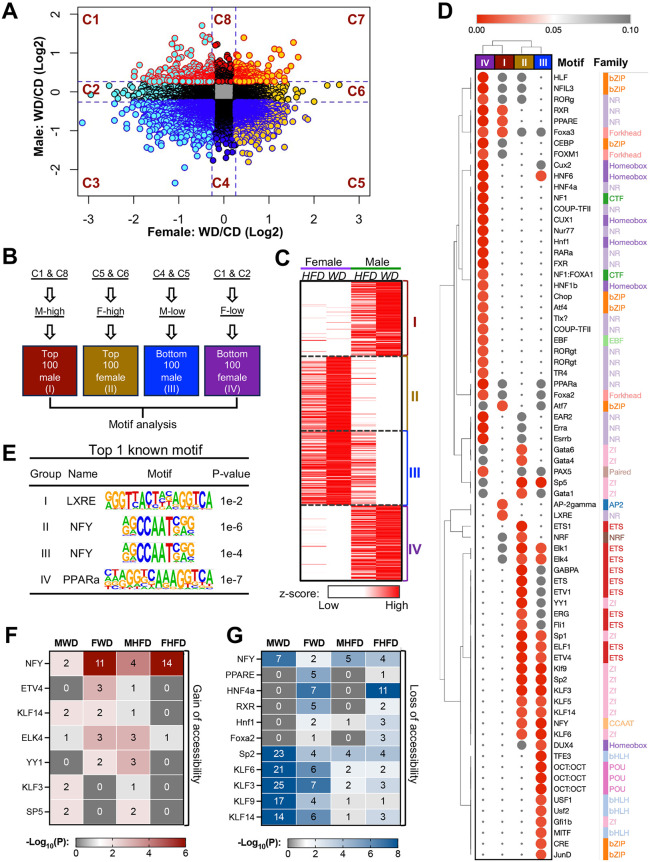
Diet induces sex-divergent motif enrichment in liver. **(A)** Correlation analysis of ATAC-seq peaks in male and female mice fed a WD. Dashed lines indicate 1.2-fold change. **(B)** Strategy for analysis of motifs by group. Roman numerals represent the peak groups selected for motif analysis, which were subsequently used in Fig 3D and 3E. **(C)** Heatmap showing the relative level of peaks selected from Fig 3B, separated by group. **(D)** Enrichment of motifs in different groups in Fig 3B and motif families identified with HOMER. Color in heatmap represents the *P* value. **(E)** Top single motif from each group from Fig 3D. **(F and G)** Motif analysis by HOMER using the top 200 peaks (Gain) or bottom 200 (Loss) promoter-specific peaks from each group. Numbers in heatmaps indicating the –Log_10_(P-value). MWD: male WD vs. CD; FWD: female WD vs. CD; MHFD: male HFD vs. CD; FHFD: female HFD vs. CD. All selected peaks differed from those in mice fed a CD (*P* < 0.05 calculated with DEseq2).

Since promoter regions contained the highest number of enriched motifs, we conducted promoter-specific motif analysis using the top 200 peaks with increased accessibility, and the bottom 200 peaks with decreased accessibility in HFD and WD groups as compared to the CD group, in both sexes (ranked by fold change (FC), with *P* value < 0.05). Interestingly, the major TFs identified were largely consistent with those from the motif analysis in Fig 3B, except for SP5, which showed opposite enrichment (Fig 3F and 3G). Notably, although a substantial number of non-promoter peaks were detected overall (Fig 1B), most peaks analyzed in Fig 3B were in promoter regions (S2B Fig). Furthermore, LXR motifs remained enriched in an analysis of the top 300 peaks, indicating chromatin accessibility in male mice fed a WD (S2C Fig, ranked by FC, with *P* value < 0.05), supporting the reliability of the motif analysis strategy used in Fig 3B. Together, these results suggest that, in response to different diets, males are more sensitive to chromatin rearrangements of nutrient-sensing TFs, whereas females are more sensitive to rearrangements of promoter-binding TFs such as NFY.

### Chromatin accessibility of sex-specific TFs are associated with distinct transcriptomic responses driven by gonadal or chromosomal factors

Differences in gene regulation between the sexes could be driven by changes in gonadal or chromosomal factors [32,42]. To better understand the contributions of these factors in dietary responses, we first analyzed hepatic DEGs identified by RNA-seq and overlapped them with DARs from ATAC-seq in a dietary challenge study. The resulting DEGs were further validated using transcriptomic data from the Four Core Genotypes (FCG) mouse model (Fig 4A). ATAC-seq results showed that WD or HFD induced or suppressed gene expression in similar patterns (S3A Fig). We first analyzed the expression of ~2000 genes differed in response to a WD or HFD versus a CD (S3B and S3C Fig, S2 Table). About 80% of these DEGs exhibited sex-biased expression, as judged from FCs and *P* values (Fig 4B and 4C, S2 Table), consistent with evidence that a high proportion of hepatic genes are regulated in a sex-biased manner [20]. We annotate the functions of DEGs in males and females in response to lipid-rich diets by Metascape [43] (S3D Fig). While the common DEGs induced by diets between sexes mapped to “metabolism of lipid” as expected (S3E Fig), male-specific DEGs and female-specific DEGs were enriched to different pathways (S3F–S3I Fig).

**Fig 4:**
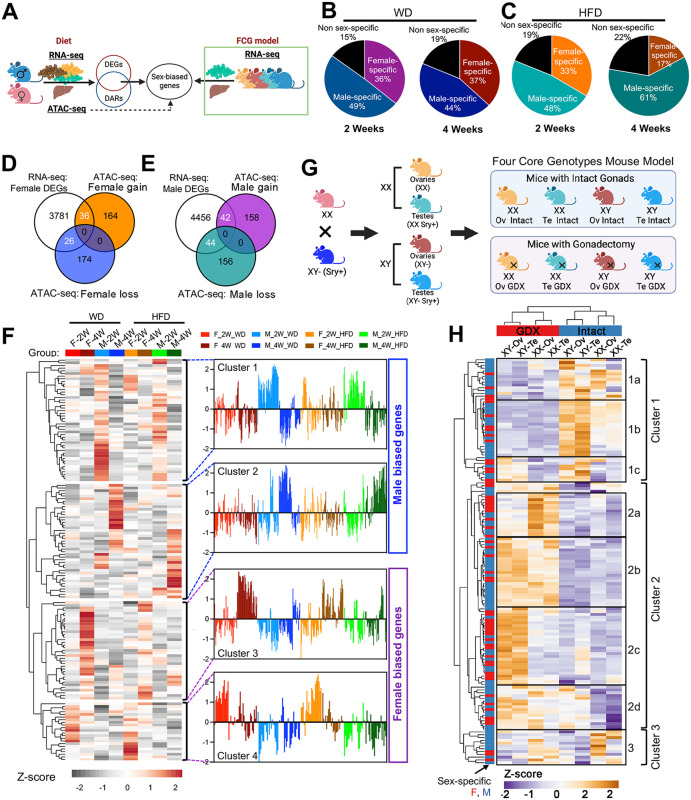
Gonadal and chromosomal factors influence sex-dimorphic DEGs. **(A)** Schematic of strategy of sex-biased gene identification. **(B and C)** DEGs (fold change >1.5, *P* < 0.05) in male or female mice fed a WD (B) or HFD (C) for 2 or 4 weeks. **(D and E)** Venn diagrams of DEGS and the top and bottom 200 DARs (from Fig 3A) in female (D) and male (E) mice. **(F)** Relative expression of overlapping genes identified in (D) and (E) based on RNA-seq from male (M) and female (F) mice after 2 (2W) or 4 (4W) weeks on a WD or HFD, shown relative to mice fed a CD at the corresponding time points. **(G)** Schematics of the strategy to generate the FCG mice used in the study *(left)* and of their genetic characteristics *(right)*. The mice were first divided into two main groups based on gonadal status: intact gonads (Intact) and gonadectomy (GDX). Within each category, further separation by sex chromosomes (XX or XY) resulted in a total of eight subgroups. Gene expression was then compared across these groups under each condition. **(H)** Expression of diet-induced, sex-biased genes (F) detected in FCG mice by RNA-seq. Clusters were generated based on counts per million reads (CPM). Ov, ovaries; Te, testes.

To explore the relationship between changes in chromatin accessibility and genes whose expression differed by sex, we overlapped DEGs from male or female RNA-seq with female or male ATAC-seq changes (Fig 4D and 4E). Clustering of gene expression by integrating ATAC-seq showed that the WD and HFD had similar overall effects on gene expression; however, gene expression in both the WD and HFD groups differed by the duration of the dietary challenge (Fig 4F). Furthermore, the gene expression patterns enabled us to predict the top-enriched motifs of male-biased and female-biased genes (S3J Fig). Among male-biased genes, the androgen receptor motif was strongly enriched in males but not in females. Conversely, among female-biased genes, the estrogen receptor (ESR1) motif was strongly enriched in females but not in males. These results align well with known hormonal regulation of hepatic gene expression in the two sexes. Unlike the ATAC-seq analysis, which showed distinct LXR enrichment in males (Fig 3D and 3E), the RNA-seq results showed LXR enrichment in both males and females (S3J Fig). Thus, the RNA analysis confirmed most but not all of the sex-biased results of chromatin dynamics.

The two primary determinants of biological sex are sex chromosomes (XX/XY) and gonads (ovaries/testes and the hormones they secrete) [44,45]. To further investigate their role in sex-biased gene expression in response to a lipid-rich diet, we used the FCG mouse model (Fig 4G), which has been widely used to reveal how sex-bias arises from distinct biological sources in metabolism and other physiological systems [32,42,46]. In this model, the *Sry* gene is relocated from the Y chromosome to an autosome, by which chromosomal sex (XX versus XY) from gonadal sex (testes versus ovaries) was effectively separated. The design of this model generates four genotypes: XXF, XYF, XXM, and XYM, allowing independent assessment of hormonal and chromosomal influences. This approach enabled us to determine whether hepatic transcriptional and chromatin responses to dietary challenges are primarily driven by gonadal hormones or by sex chromosome complement. We assessed the determinants of the expression of 148 sex-biased genes (Fig 4F) in FCG mice that had intact gonads or had their gonads removed (GDX) in adulthood and were fed a HFD. 

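Liver RNA was sequenced from 48 FCG mice fed a HFD, with 1 library per mouse and 6 mice in each of the 8 groups given by sex chromosomes (XX or XY), gonad (ovaries, Ov, or testes, Te) and gonadal status (Intact or GDX). The paper gives 10 weeks of HFD for the intact mice and 16 weeks for the GDX mice, whereas the sample descriptions give 11 and 15 weeks. The paper places GDX at 10 to 11 weeks of age, and the 75 days of the sample descriptions lie within that range. The authors aligned the reads to GRCm39, counted them per gene with STAR and deposited the counts without normalization. The table lists 55414 genes by Ensembl identifier, of which 19554 had 0 reads in every library. Reads counted on genes ranged from 13071874 to 20045141 per mouse, with a median of 16577748. Among the intact mice, the median was 18170467 in XX Ov (16642576 to 19406840), 17244033.5 in XX Te (16227797 to 19423492), 17387377.5 in XY Ov (15216661 to 20045141) and 15947003.5 in XY Te (14467418 to 19402886). Among the GDX mice, it was 16261955.5 in XX Ov (14948842 to 17418223), 15889266.5 in XX Te (13106960 to 17886094), 15260938 in XY Ov (13071874 to 19638619) and 16300338 in XY Te (13922049 to 18343945). At these depths 3 reads, taken as the smallest count that shows expression, equal 0.150 to 0.230 CPM, a floor that covers counting error only. In the 120 pairs of mice of one group, the counts differed by more than sampling noise in every pair (chi-square per gene of 8.57 to 45.3 in GDX and 12.6 to 342 in intact groups). The individual Pnpla3 values behind Figs 5I to 5L belong to 47 of the 48 mice, and these 47 were used here, with all 48 as an alternative. The mouse not among them, XX Te Intact mouse 95271, had 0 reads of Pnpla3, and the paper gives no reason for its absence. The mean CPM that S3 Table lists for the sex-biased genes include this mouse, apart from that of Pnpla3.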

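A model with a mean for each of the 8 groups was fitted with edgeR's quasi-likelihood method after TMM normalization of the library sizes, for the 15575 genes that passed edgeR's filter on low counts. The gonadal effect compared Ov Intact with Te Intact mice, the chromosomal effect all XX with all XY mice, the ovariectomy effect Ov GDX with Ov Intact mice and the castration effect Te GDX with Te Intact mice. A positive log2 fold change means higher expression in the arm named first. Of the 148 gene names, 147 matched a gene of the table and 144 were tested. The labels were checked on sex-linked genes. Expression of Xist was 785 ± 320 CPM in XX mice (SD, n = 23) and 2.35 ± 2.24 CPM in XY mice (SD, n = 24), and each XX mouse lay above each XY mouse. With the 48th mouse included, the XX value was 772 ± 319 CPM (SD, n = 24). The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y reached at most 3.82, 0.986, 1.91 and 3.88 CPM in XX mice, all 4 in XX Te Intact mouse 37366, and at least 46.0, 11.5, 17.3 and 48.5 CPM in XY mice. STAR counted 3.47% to 6.20% of the reads outside genes in the intact libraries and 8.52% to 11.3% in the GDX libraries. The intact and GDX mice thus differed in gonadal status, weeks of HFD and library make-up together, and these cannot be told apart in any comparison of GDX with intact mice.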

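Of the 148 sex-biased genes, 124 passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes) in at least 1 of the gonadal, chromosomal, ovariectomy and castration effects. They make up 83.8% of the 148 and 86.1% of the 144 that were tested. The gonadal or the chromosomal effect passed for 82 of them (26 the gonadal effect alone, 35 the chromosomal effect alone, 21 both), and a further 42 passed in the ovariectomy or castration effect only. No effect passed for the other 20 tested genes. With the p-values adjusted over the sex-biased genes alone the count was 122, and with all 48 mice it was 123. It stayed between 118 and 125 when each of the 47 mice was left out in turn. Of the alternatives, a minimum fold change of 1.5 moved it most, to 78 genes. Across all tested genes, 89.0% passed in at least 1 of the effects. In 10000 random lists of 144 tested genes matched on mean expression, a mean of 88.5% passed (central 95% of lists, 83.3% to 93.1%), and the share of the sex-biased genes lay at percentile 17.8 of these lists.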

About 80% of these genes were also regulated by a sex determinant (gonadal sex, chromosomal sex, or both) in the FCG mice (S3K and S3L Fig, S3 Table).

Both gonadal and chromosomal status affected the expression of many sex-biased genes (Figs 4H, S3L Fig, and S3 Table). 

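The gonadal effect, with 12 Ov Intact against 11 Te Intact mice, passed an adjusted p of 0.05 for 47 sex-biased genes, 31 higher with ovaries and 16 higher with testes, and for 3875 of all tested genes, 2113 of them higher with ovaries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the sex-biased genes alone, 49 passed, and with all 48 mice 49 and 3907 passed. In a fit of the 23 intact mice alone, with a single mean per arm, the counts were 26 and 1185. The chromosomal effect, with 23 XX against 24 XY mice, passed for 56 sex-biased genes, 36 higher in XX and 20 higher in XY, and for 5649 of all tested genes, 3385 of them higher in XX. Adjusted over the list alone 56 passed, and with all 48 mice 57 and 5657. The direction of this balance depended on the scaling, since with library totals in place of TMM 16 sex-biased genes were higher in XX and 27 in XY (1229 and 3035 of all tested genes). The share of the sex-biased genes with a gonadal effect was 32.6%, at percentile 98.2 of matched random lists, and the share with a chromosomal effect was 38.9%, at percentile 73.5. The sex-biased genes with the highest gonadal log2 fold changes were Sybu (ENSMUSG00000022340, 2.65, standard error 0.27, adjusted p = 2.54e-10 from edgeR's test) and Setbp1 (ENSMUSG00000024548, 1.80, standard error 0.22, adjusted p = 2.2e-08). Expression of Sybu was 3.67 ± 1.22 CPM with ovaries (SD, n = 12) and 0.638 ± 0.517 CPM with testes (SD, n = 11), and 11 of the 12 Ov mice lay above every Te mouse. The lowest were Mycn (ENSMUSG00000037169, -1.72, standard error 0.36, adjusted p = 0.000432 from edgeR's test), whose level was 0.292 ± 0.266 CPM with ovaries (SD, n = 12) and thus close to the smallest count the depth can show, and Slc22a7 (ENSMUSG00000067144, -1.45, standard error 0.26, adjusted p = 5.53e-05). For the chromosomal effect, the highest were Ttc39a (ENSMUSG00000028555, 1.59, standard error 0.23) and Npnt (ENSMUSG00000040998, 1.47, standard error 0.22), and the lowest were Elf4 (ENSMUSG00000031103, -1.88, standard error 0.18) and Pfkfb4 (ENSMUSG00000025648, -1.57, standard error 0.16), with adjusted p-values of edgeR's test between 1.71e-11 (Elf4) and 6.39e-07 (Npnt). Elf4 was expressed at 3.56 ± 1.50 CPM in XX mice (SD, n = 23) and 16.8 ± 11.8 CPM in XY mice (SD, n = 24), with ranges that overlapped. The mean of 17 macrophage and lymphocyte markers was higher in XY mice, and it was tried as a covariate after the results were seen. With it, 28 sex-biased genes had a chromosomal effect, and that of Elf4 was -1.39 (adjusted p = 0.000259 from edgeR's test). Since this mean itself differed between XX and XY mice, it can remove part of any difference between them, whatever its cause. Among all tested genes with a mean log2 CPM of at least 0, the highest gonadal log2 fold changes were those of Sult2a2 (8.01) and Sult2a5 (7.95) and the lowest those of Cyp4a12b (-7.91) and Cyp4a12a (-7.00), all members of multigene families between which reads can be split.

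**Figure D1:**
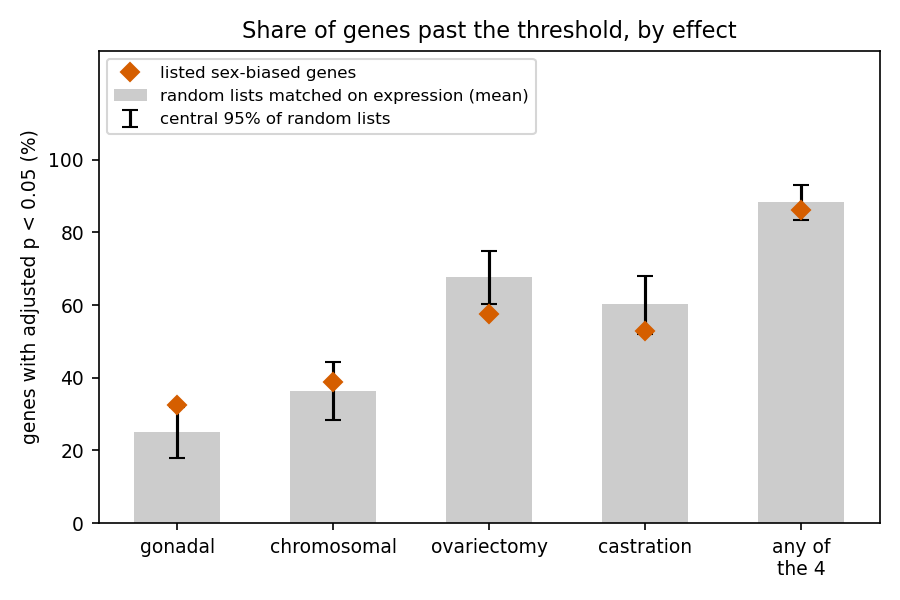
Share (%) of the 144 tested sex-biased genes that passed an adjusted p of 0.05 in each effect and in any of the 4 (diamonds), beside 10000 random lists of as many genes matched on mean expression (bars, mean; whiskers, central 95% of lists). The diamond lies above the whisker for the gonadal effect (32.6% against 18.1% to 31.9%) and below it for ovariectomy (57.6% against 60.4% to 75.0%).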

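By mean CPM over the group means, 98 of the 147 sex-biased genes found in the count table were higher after GDX and 49 lower, over the 47 mice and over all 48. With library sizes scaled by TMM, 81 were higher and 66 lower, and the 66 included all 49. The test of the 24 GDX against the 23 intact mice passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for 93 sex-biased genes, 51 higher and 42 lower after GDX, for 92 when adjusted over the list alone and for 93 with all 48 mice. Of all tested genes 11744 passed, 6338 higher and 5406 lower. The ovariectomy effect passed for 83 sex-biased genes (40 higher and 43 lower after ovariectomy) and for 10761 of all tested genes. The castration effect passed for 76 (44 higher and 32 lower after castration) and for 9515 of all tested genes. Adjusted over the list alone, 81 passed for ovariectomy and 75 for castration, and with all 48 mice 83 and 77 passed. The shares of the sex-biased genes with an ovariectomy or castration effect were below the means of 67.8% and 60.2% in random lists matched on mean expression, outside the central 95% of these lists for ovariectomy and inside it for castration. With library totals in place of TMM, 77 sex-biased genes were higher and 33 lower after GDX. The balance for ovariectomy turned to 55 higher and 33 lower, and that for castration was 63 and 28. With 1 surrogate variable (an estimated unmeasured factor) in the model the balance went the other way, to 29 higher and 39 lower after GDX (3654 and 4253 of all tested genes). It went to 14 higher and 27 lower after ovariectomy, and to 34 and 36 after castration (3673 and 4097 of all tested genes). S100a10 (ENSMUSG00000041959) was among the sex-biased genes with the lowest log2 fold changes in both effects, at -2.03 (standard error 0.27, adjusted p = 1.55e-08 from edgeR's test) after ovariectomy and -2.31 (standard error 0.27, adjusted p = 4.93e-09) after castration. Its expression was 69.7 ± 24.8 CPM in Ov GDX (SD, n = 12) and 227 ± 103 CPM in Ov Intact mice (SD, n = 12), and 61.4 ± 21.6 CPM in Te GDX (SD, n = 12) and 250 ± 138 CPM in Te Intact mice (SD, n = 11). The other low extremes were Hddc2 (ENSMUSG00000000295, -2.07) after ovariectomy and Csad (ENSMUSG00000023044, -2.08) after castration, and each of the 12 castrated mice had less Csad than every intact Te mouse. The highest were Mmp2 (ENSMUSG00000031740, 1.40) and Ttc39a (1.31) after ovariectomy and Sybu (2.40) and Setbp1 (2.29) after castration, with each castrated mouse above every intact Te mouse for the latter pair. With 1 surrogate variable in the model, the effects of ovariectomy on Mmp2 (0.62, adjusted p = 0.127 from edgeR's test) and Ttc39a (0.75, adjusted p = 0.143) no longer passed. The falls of S100a10, Hddc2 and Csad passed under every alternative that tested them, but some were smaller. The weakest values were -0.65 for S100a10 and -0.82 for Hddc2 after ovariectomy, and -1.27 for S100a10 and -1.87 for Csad after castration. Among all tested genes with a mean log2 CPM of at least 0, S100a8 (-3.89) fell most after ovariectomy, and Hsd3b5 (-7.65) and Mup11 (-7.60), members of multigene families, fell most after castration.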

Cluster 1 included genes whose expression decreased after GDX, whereas Cluster 2 included genes whose expression increased after GDX (Fig 4H). Within these groups, many genes were influenced by chromosomal sex, with clear patterns of greater expression in XX than XY liver (e.g., Cluster 2a in GDX mice) or greater expression in XY than XX liver (e.g., Cluster 1b in intact mice and Cluster 2c in GDX mice). These findings reveal the complex regulation of gene regulatory mechanisms in response to diet, which was influenced by both genetic and hormonal sex determinants. 

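Of the 51 sex-biased genes higher after GDX, 10 had higher expression in XX and 13 in XY mice of the GDX cohort, and 28 did not differ between XX and XY mice at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In intact mice, 3 of these 51 genes were higher in XX, 6 higher in XY and 42 did not differ. Of the 42 sex-biased genes lower after GDX, 6 were higher in XX and 2 in XY mice after GDX, while 1 was higher in XX and 1 in XY among intact mice. Ttc39a was higher in XX mice both after GDX (log2 fold change 1.79, standard error 0.30, adjusted p = 6.29e-06 from edgeR's test) and among intact mice (1.40, standard error 0.35, adjusted p = 0.00545). Npnt was likewise higher in XX mice after GDX (1.73, standard error 0.32) and among intact mice (1.21, standard error 0.31). Elf4 was higher in XY mice after GDX (-2.45, standard error 0.25, adjusted p = 9.53e-11 from edgeR's test) and among intact mice (-1.30, standard error 0.26, adjusted p = 0.000497), and Pfkfb4 likewise (-1.93, standard error 0.22, and -1.21, standard error 0.24). From the changes after GDX and the differences between XX and XY livers, the paper concludes that the regulation of gene expression in response to diet was influenced by both genetic and hormonal sex determinants.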

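After GDX, 47 sex-biased genes differed between the 12 XX and 12 XY mice at an adjusted p of 0.05 (28 higher in XX, 19 higher in XY), compared with 16 among the 11 XX and 12 XY intact mice (7 higher in XX, 9 higher in XY), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 45 passed after GDX and 16 in intact mice, and with all 48 mice 47 and 15 passed. Both sets shared 11 genes, 36 passed only after GDX and 5 only in intact mice. Of all tested genes, 5325 passed after GDX and 1635 in intact mice, and 1490 passed in both, 1486 of them in the same direction. The median absolute log2 fold change of the sex-biased genes was 0.233 after GDX and 0.160 in intact mice. The model shares the dispersion of each gene between the cohorts. In fits of each cohort alone, with a single mean per arm, 63 sex-biased genes (6937 of all tested genes) passed after GDX and 6 (490) in intact mice. In these separate fits the larger spread among intact mice can be part of the reason for their lower count. The spread there also includes differences between mice with ovaries and with testes, which the fits do not separate from it. In the common model the median standard errors over all tested genes were alike, at 0.139 in intact and 0.134 in GDX mice. A larger standard error is thus not the reason for the lower count of intact mice in that model. The absolute log2 fold change was larger after GDX in 106 of the 144 sex-biased genes and in 10396 of all tested genes. A test of the difference itself, the interaction of sex chromosomes with GDX, passed for 4 sex-biased genes (4 adjusted over the list alone, 3 with all 48 mice) and for 439 of all tested genes, of which 429 had the larger effect after GDX. With single mice left out in turn, the interaction passed for 0 to 7 sex-biased genes and for 110 to 798 of all tested genes. The 4 genes, named after their values were seen, were Acvrl1 (-1.10 after GDX and -0.17 in intact mice; interaction adjusted p = 0.0193 from edgeR's test), Gltp (-1.80 and -0.75; 0.0234), Dok1 (-1.96 and -1.01; 0.0383) and Galnt10 (-0.38 and 0.10; 0.0472). All 4 were higher in XY mice after GDX. Elf4 did not pass (interaction -1.15, standard error 0.36, adjusted p = 0.0692 from edgeR's test). With library totals in place of TMM, 10 sex-biased genes were higher in XX and 31 in XY mice after GDX, so the balance of directions depended on the scaling. With the mean of macrophage and lymphocyte markers as a covariate, 24 sex-biased genes differed after GDX, and 21 of all tested genes had an interaction. This covariate separated XX from XY mice after GDX, so these counts do not decide how much of the difference goes with such cells.

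**Figure D2:**
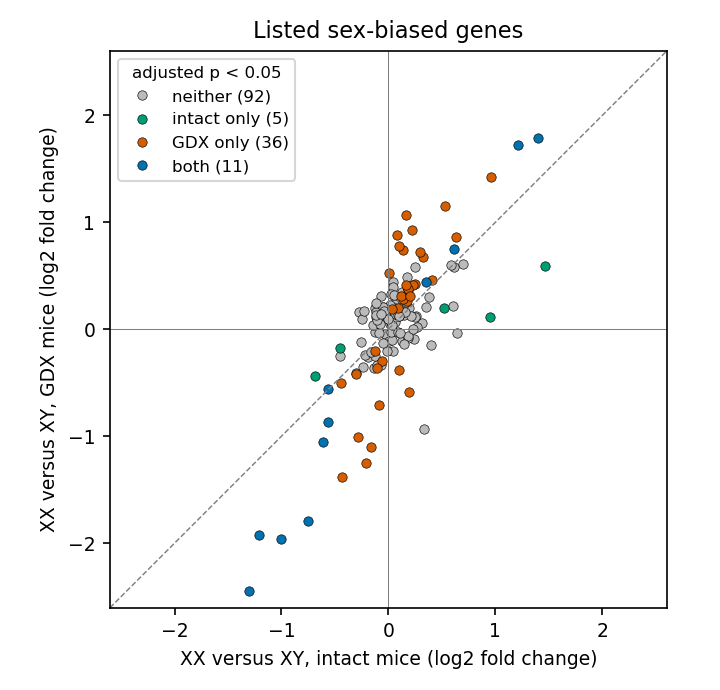
Log2 fold change of XX versus XY mice in intact (x axis) and GDX mice (y axis) for the 144 tested sex-biased genes, coloured by the cohort in which the adjusted p was under 0.05; the dashed line marks equal values. Genes past the threshold only after GDX (36) outnumber those past it only in intact mice (5), and 92 passed in neither.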

In many cases, the regulation by sex chromosome genotype was more apparent after gonadal hormones were depleted by GDX, suggesting that sex chromosomes are an important determinant of diet responses in the setting of reduced gonadal hormone levels (e.g., after menopause and andropause). In summary, we found overlap in sex-biased signatures, suggesting that changes in chromatin dynamics under different dietary conditions are functionally contributing to changes in gene expression.

### Chromatin architecture informs mechanisms of sex differences in disease-relevant genes

To further investigate the relation between diet and sex-biased gene expression, we used stringent criteria (outlined in Materials and methods) to identify 25 female-biased DEGs and 32 male-biased DEGs (Fig 5A), many of which showed sex-biased expression in human liver (S4A–S4C Fig, S4 Table). Notably, the gene encoding Patatin-like phospholipase domain-containing protein 3 (*Pnpla3*) was one of the top female-biased DEGs in both mouse and human liver (Figs 5A, S4B, and S4D). Hepatic *PNPLA3* is of interest because variants at this gene are associated with risk of MAFLD [47–50]. Analysis of public RNA-seq datasets [13] also suggested that *Pnpla3* is a top-ranked female-biased DEG (Fig 5B). Quantitative PCR (qPCR) of liver samples from mice fed different diets confirmed the female-bias in *Pnpla3* expression (Fig 5C). Notably, 16 of the 25 female-biased DEGs overlapped with those from public RNA-seq datasets [13]; *Pnpla3* expression differed most between the sexes (S4E and S4F Fig). Additionally, chromatin accessibility from human liver samples detected by ATAC-seq [51] revealed a modest but consistent increase in promoter accessibility of *PNPLA3* in females (S4G Fig).

**Fig 5:**
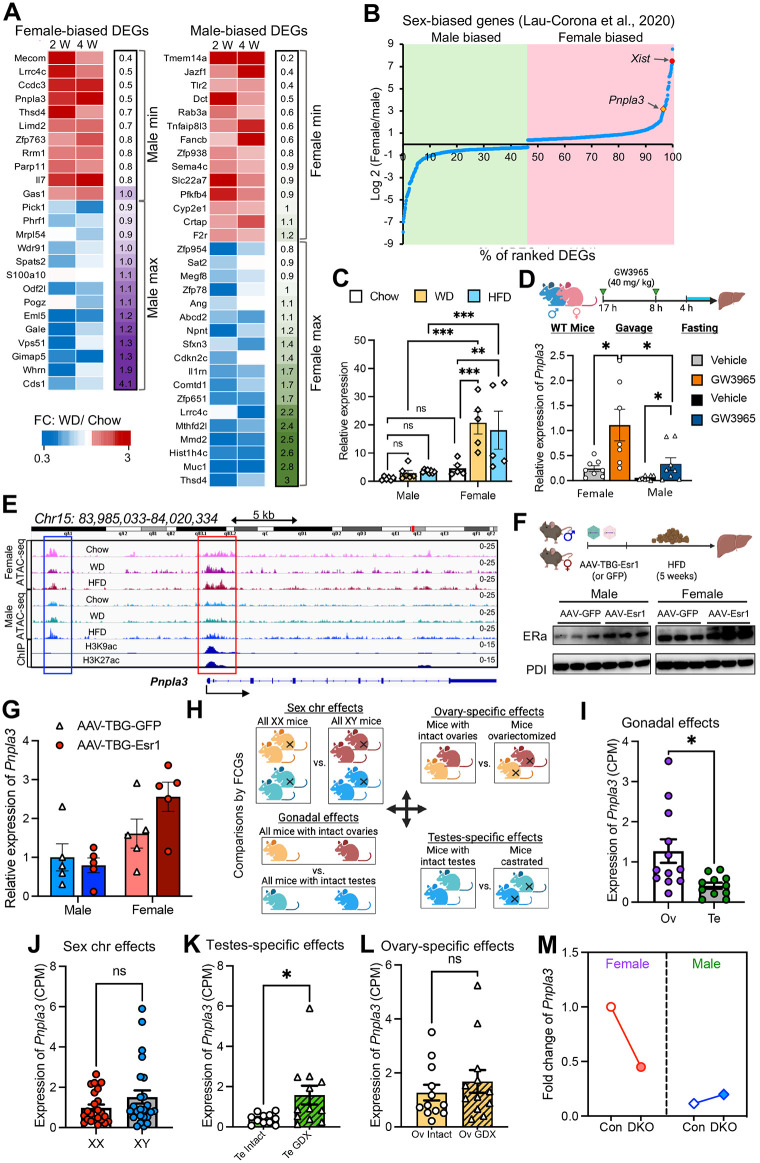
*Pnpla3* is regulated by male gonads and epigenetic factors. **(A)** Heatmap of fold changes (WD relative to CD) of sex-biased genes. *(left)* Female-biased DEGs. *(right)* Male-biased DEGs. **(B)** Sex-biased DEGs identified by RNA-seq. **(C)** *Pnpla3* expression determined by qPCR of livers of mice fed a WD (*n* = 6 males, 5 females), HFD (*n* = 8 males, 5 females), or CD (*n* = 6 males, 5 females) for 2 weeks. Values are mean ± SEM. **P < 0.01, ***P < 0.001 by two-way ANOVA. (ns) not significant. **(D)** Schematic of LXR agonist treatment *(top)* and hepatic expression of *Pnpla3* detected by qPCR *(bottom)*. *n* = 7–8. *P < 0.05 by unpaired *t* test. **(E)** ATAC-seq peaks from this study and ChIP-seq of histone mark from the ENCODE project (GEO numbers: GSM1000153 [H3K9ac] and GSM1000140 [H3K27ac]). ATAC-seq peaks from all three samples of each group were superimposed. **(F)** Schematic of ER-α (Esra) overexpression by AAV and immunoblotting for Esra in murine livers (*n* = 5). **(G)** Expression of *Pnpla3* detected by qPCR in the livers of mice from panel F (n = 5). Differences were not significant by *t* test or ANOVA. **(H)** Schema*t*ic comparing *Pnpla3* expression in the FCG mouse model. **(I)** Gonadal effects were assessed by comparing hepatic *Pnpla3* levels between mice with intact ovaries (Ov, *n* = 12) and those with intact testes (Te, *n* = 11), as shown in Fig 5H. *P < 0.05 by unpaired *t* test. **(J)** Sex chromosome effects were assessed by comparing hepa*t*ic *Pnpla3* levels between mice carrying XX (*n* = 23) or XY (*n* = 24) chromosomes, as shown in Fig 5H. *P* > 0.05 by unpaired *t* test. **(K)** Testis-specific effects were assessed by comparing hepa*t*ic *Pnpla3* levels between mice with intact testes (Te Intact, *n* = 11) and those that underwent GDX (Te GDX, *n* = 12), as shown in Fig 5H. *P < 0.05 by unpaired *t* test. **(L)** Ovary-specific effects were assessed by comparing hepatic *Pnpla3* levels between mice wi*t*h intact ovaries (Ov Intact, *n* = 12) and those that underwent GDX (Ov GDX, *n* = 12), as shown in Fig 5H. *P* > 0.05 by unpaired *t* test. **(M)** Fold change in fragments per kilobase of transcript per million mapped fragments (FPKM) of *Pnpla3* in male and female mice wi*t*h double-knockout (DKO) of Ezh1 and Ezh2. FPKM data are from Lau-Corona and colleagues, 2020 [13]. Values are relative to those in female controls (Con). The data underlying this Figure can be found in S1 Data.

*Pnpla3* is impacted by LXR activity [52], and our analysis showed that LXR motifs were differentially enriched between sexes, but have little effect on the transcriptome. To determine whether LXR contributes to sex-based differences in hepatic *Pnpla3* expression, we used two different strategies. First, we assessed changes in canonical LXR target genes under different dietary conditions by RNA-seq. LXR target gene expression did not differ by sex except for *Scd1* in male mice fed a WD for 2 weeks (S4H Fig). Second, we orally administered the LXR agonist GW3965 to male and female mice and examined gene expression by qPCR. GW3965 induced LXR targets, but hepatic LXR gene regulation did not differ substantially between the sexes (S4I Fig). Collectively, these results suggest sex subtly affects some LXR targets but has no major global effect. Even with maximal LXR activation, however, *Pnpla3* was confirmed as a female-biased gene by qPCR (Fig 5D). Overall, our data suggest that LXR regulates *Pnpla3* but is not a critical factor in sex-differences in its expression.

Since *PNPLA3* underlies sex-based differences in MAFLD [53], and the higher hepatic expression of *PNPLA3* in female liver may be driven by the ER-α [54], we examined chromatin accessibility at the *Pnpla3* locus in male and female liver. We identified a cluster of accessible regions at the *Pnpla3* promoter region extending into the gene body (red, Fig 5E) and another upstream region (blue). The upstream region was near ER binding sites and showed minimal difference in regulation between the sexes. To directly examine the role of the ER-α in the sex bias in *Pnpla3* expression, we used an adeno-associated virus (AAV) under control of a TBG promoter to express ER-α (AAV-TBG-ESRa) or GFP (AAV-TBG-GFP) in wild-type male and female mice. Robust overexpression was confirmed by immunoblotting and qPCR, which also revealed increased expression of *Polg1*, an ER-α regulated gene we previously identified (Figs 5F, S5A, and S5B Fig) [55]. *Pnpla3* expression measured by qPCR showed no significant difference between AAV-GFP and AAV-ESRa in either males or females (Fig 5G). These results suggest that estrogen may not be the dominant factor in the observed sex-dependent differences in *Pnpla3* regulation.

Next, we assessed the effects of sex chromosomes, gonadal status, and ovaries/testes on *Pnpla3* expression in FCG mice (Fig 5H). 

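Pnpla3 (ENSMUSG00000041653) lies on chromosome 15 of NCBIM37, an earlier mouse build than the authors' GRCm39, from 83998246 to 84019942 on the forward strand, and its 1 annotated transcript there has 8 exons and 4640 nucleotides. In the FCG livers it was a gene of low counts, with 1 to 103 reads per mouse over the 47 mice of Figs 5I to 5L and 0 reads in the 48th. Among the intact mice, its expression was 1.26 ± 0.96 CPM in XX Ov (SD, n = 6), 1.28 ± 1.15 CPM in XY Ov (SD, n = 6), 0.513 ± 0.188 CPM in XX Te (SD, n = 5) and 0.321 ± 0.293 CPM in XY Te mice (SD, n = 6). Over all 6 XX Te Intact mice the value was 0.427 ± 0.268 CPM (SD). Among the GDX mice, it was 1.10 ± 0.76 CPM in XX Ov (SD, n = 6), 2.27 ± 1.82 CPM in XY Ov (SD, n = 6), 0.965 ± 0.907 CPM in XX Te (SD, n = 6) and 2.19 ± 2.01 CPM in XY Te mice (SD, n = 6).

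**Figure D3:**
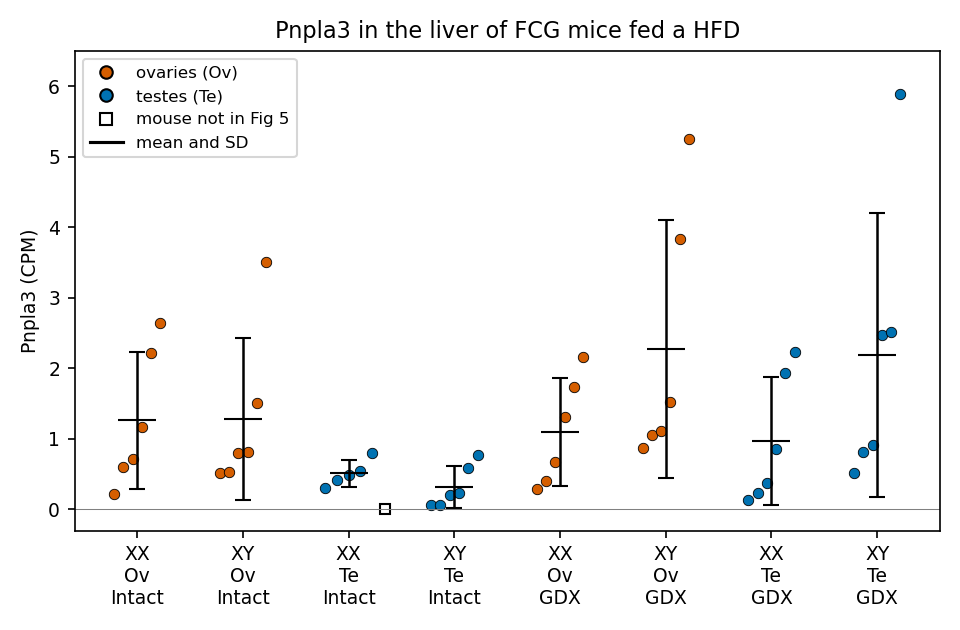
Pnpla3 expression (CPM) in each FCG mouse, by group, with the group mean and SD; the open square is XX Te Intact mouse 95271, which is not among the mice of Figs 5I to 5L. The Te Intact mice reach at most 0.807 CPM, and single mice of the XY Ov GDX and XY Te GDX groups reach 5.24 and 5.89 CPM.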

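Among intact mice, Pnpla3 was expressed at 1.27 ± 1.01 CPM with ovaries (SD, n = 12) and 0.408 ± 0.259 CPM with testes (SD, n = 11; p = 0.00433, two-sided permutation test). The ranges overlapped, with 6 of the 12 Ov mice above every Te mouse. With all 48 mice the Te value was 0.374 ± 0.274 CPM (SD, n = 12; p = 0.00163, two-sided permutation test). In the model across all groups, the gonadal log2 fold change was 1.60 (standard error 0.50, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.73 with all 48 mice (adjusted p = 0.00962). The alternative with the weakest result left an adjusted p of 0.0463, and with each mouse left out in turn the log2 fold change stayed between 1.30 and 1.83. Across intact and GDX mice, expression was 0.978 ± 0.782 CPM in XX mice (SD, n = 23) and 1.52 ± 1.60 CPM in XY mice (SD, n = 24; p = 0.160, two-sided permutation test). With all 48 mice the XX value was 0.937 ± 0.791 CPM (SD, n = 24; p = 0.121, two-sided permutation test). The chromosomal log2 fold change was -0.30 (standard error 0.33, adjusted p = 0.517 from edgeR's test) and was -0.37 (adjusted p = 0.424) with all 48 mice. Within the intact mice the XX and XY values were close (p = 0.762, and 0.911 with all 48 mice, two-sided permutation tests), whereas after GDX they were 1.03 ± 0.80 CPM in XX (SD, n = 12) and 2.23 ± 1.83 CPM in XY mice (SD, n = 12; p = 0.0469, two-sided permutation test), which did not pass adjustment over the 8 comparisons made within subgroups (adjusted p = 0.125, and 0.121 with all 48 mice).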

Expression levels were higher in genotypes with ovaries than in those with testes (Fig 5I), and the XX chromosome and XY chromosome groups did not differ significantly (Fig 5J). 

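Castrated mice expressed Pnpla3 at 1.58 ± 1.62 CPM (SD, n = 12), compared with the Te Intact mice at p = 0.00937 (two-sided permutation test; 0.00409 with all 48 mice), and 8 of the 12 castrated mice lay above every Te Intact mouse. The castration log2 fold change was 1.60 (standard error 0.50, adjusted p = 0.00544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.73 and 0.00280 with all 48 mice). It stayed between 1.29 and 1.83 with each mouse left out in turn. With 1 surrogate variable in the model it was 1.08 and did not pass (adjusted p = 0.0767 from edgeR's test). Ovariectomized mice expressed Pnpla3 at 1.68 ± 1.47 CPM (SD, n = 12), which did not differ from the Ov Intact mice beyond the spread between mice (p = 0.440, two-sided permutation test). The ovariectomy log2 fold change was 0.10 (standard error 0.42, adjusted p = 0.842 from edgeR's test; 0.10 and 0.843 with all 48 mice). Its direction changed to -0.83 with 1 surrogate variable (adjusted p = 0.199 from edgeR's test) and to -0.15 with offsets for GC content and transcript length (adjusted p = 0.769), neither of which passed. The GDX mice had been fed the HFD for longer than the intact mice, so each of these comparisons also includes that difference.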

Removal of testes increased *Pnpla3* expression (Fig 5K), whereas removal of ovaries had no effect (Fig 5L). These results suggest that *Pnpla3* expression was suppressed by testosterone rather than regulated by ovarian hormones.

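The castration effect on Pnpla3 exceeded the ovariectomy effect by 1.50 on the log2 scale (standard error 0.65), a difference with an unadjusted p of 0.0262 that did not pass adjustment over all tested genes (adjusted p = 0.159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.63 and 0.131 with all 48 mice). Split by sex chromosomes, 5 of 6 castrated XY mice lay above every XY Te Intact mouse (p = 0.00866, two-sided exact permutation test), whereas 3 of 6 castrated XX mice lay above the 5 XX Te Intact mice (p = 0.372, two-sided exact permutation test; 0.249 with all 48 mice). Intact XY mice differed between ovaries and testes at p = 0.0216 and intact XX mice at p = 0.143 (two-sided exact permutation tests; 0.0606 for XX with all 48 mice). The ovariectomy comparison gave p = 0.734 in XX and 0.229 in XY mice (two-sided exact permutation tests). After adjustment over the 8 comparisons within subgroups the smallest of these was 0.0693, for castration in XY mice. From the rise after removal of the testes and the lack of an effect of removing the ovaries, the paper proposes that Pnpla3 expression was suppressed by testosterone rather than regulated by ovarian hormones.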

Chromatin accessibility in the *Pnpla3* promoter region differed considerably between male and female mice fed different diets (Fig 5E, red). Notably, accessibility at the *Pnpla3* promoter was markedly reduced in male mice (Fig 5E). Analysis with PROMO [56,57], a method that constructs positional weight matrices from known TF binding sites for a given gene, supported the notion that potential hotspots around the promoter region of *Pnpla3* underlie the differences in expression under different conditions (S5C Fig). Interestingly, the promoter-accessible region overlapped with key histone marks that may control chromatin access (Fig 5E). Chromatin immunoprecipitation (ChIP) analysis of liver revealed stronger binding of H3K27ac at the *Pnpla3* locus in females than in males (S5D and S5E Fig), suggesting the chromatin stage could be relevant to *Pnpla3* sex-specific expression. This is partially supported by evidence that liver-specific double KO of Ezh1 and Ezh2, chromatin-modifying factors that orchestrate the balance of activating and repressive histone marks, attenuates the sex difference in *Pnpla3* expression (Fig 5M), consistent with previous links between Ezh1/2 and sex-biased regulation [13,47,58].

### Testosterone suppresses *Pnpla3* expression by inhibiting NFY chromatin interaction

NFY, a TF that interacts with chromatin to help maintain nucleosome-free regions at gene promoters [59], was among the top female-specific enriched TFs (Figs 1 and 3). Analysis of public ChIP datasets revealed a prominent NFY binding peak at the promoter of *Pnpla3* (Fig 6A). To investigate the potential regulation of NFY on *Pnpla3*, we generated NFY KO hepatocytes (S6A Fig). ChIP-qPCR confirmed binding at *Pnpla3* WT but not in NFY-KO hepatocytes (Fig 6B). Additionally, NFY KO led to a significant reduction in *Pnpla3* expression (Fig 6C). Since our FCG model demonstrated testosterone-mediated suppression of *Pnpla3*, we hypothesized that NFY chromatin interaction at *Pnpla3* promoter was regulated by testosterone. To test this, we first treated WT primary hepatocytes with testosterone and confirmed that testosterone reduced *Pnpla3* levels in a dose-dependent manner (Fig 6D). We next examined the effect of testosterone on NFY chromatin affinity, showing that testosterone treatment reduced NFY binding at the *Pnpla3* promoter (Figs 6E and S6B Fig). Importantly, testosterone treatment did not significantly alter *Pnpla3* expression in NFY-KO hepatocytes (Fig 6F), suggesting that testosterone’s inhibitory effect on *Pnpla3* is NFY dependent.

**Fig 6:**
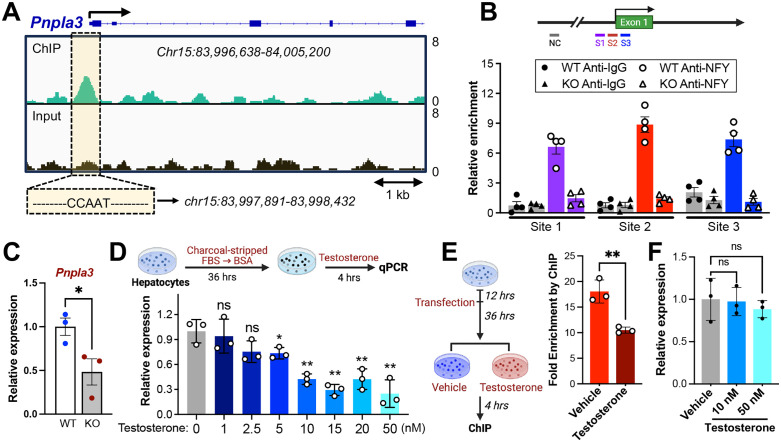
Testosterone suppresses *Pnpla3* through modulation of NFY. **(A)** Representative NFY ChIP-seq peaks at promoter region of *Pnpla3* from public datasets. GEO number: SRR1239519 (ChIP), SRR1239518 (input). **(B)** ChIP-qPCR performed in NYFA-WT or NFYA-KO primary hepatocytes treated with 5 μM GW3965 for 2 h (*n* = 4). **(C)** *Pnpla3* level detected by qRT-PCR from NFYA WT or KO primary hepatocytes treated with 5 μM GW3965 (5 μM) for 2 h (*n* = 3). **(D)** *Pnpla3* detected by qPCR from primary hepatocytes of WT mice, followed by treated with different concentrations of testosterone (*n* = 3). **(E)** ChIP-qPCR performed using primary hepatocytes with NFY overexpression and followed by testosterone (10 nM) or vehicle treatment for 4 h. Both groups were treated with GW3965 (5 μM) at the time adding vehicle or testosterone. Primers Site 2 from Fig 6B was used for detection (*n* = 3). **(F)** *Pnpla3* detected by qPCR from NFYA-KO primary hepatocytes treated with testosterone using same strategy as Fig 6D (*n* = 3). Data shown as mean ± SD. *: *P* < 0.05, **: *P* < 0.01, ns: *P* > 0.05. Unpaired *t* test performed for C and E; one-way ANOVA performed for D and F. The da*t*a underlying this Figure can be found in S1 Data.

Collectively, we disentangle the contributions of distinct sex factors to diet-induced chromatin remodeling and gene expression, demonstrating that CCAAT-binding protein, in concert with testosterone signaling regulate promoter accessibility and contributes to sex-specific differences in *Pnpla3* expression.

## Discussion

This study provides comprehensive information on differences in chromatin dynamics between the sexes under different dietary conditions. We found that diet composition minimally impacted chromatin accessibility relative to the effect of sex. A lipid-rich diet led to greater chromatin accessibility at promoter regions with stronger enrichment of promoter-binding factors, such as the trimeric complex NFY, in female mice, and to stronger binding of nutrient-sensing nuclear receptors in male mice. Additionally, our findings provide insights into the regulation of the critical sex-dimorphic gene *Pnpla3* and reveal the complexity of murine hepatic chromatin dynamics in response to diet and sex.

Integrating chromatin dynamics and gene expression revealed substantial overlap in sex-biased signatures and provided evidence that nucleosome rearrangements influence gene expression changes. However, this was not the case for every enriched TF. For example, LXR-dependent chromatin differences between the sexes were pronounced, but differences in LXR-dependent gene expression were minimal. Although LXR binding patterns or activity might differ between the sexes, mechanisms beyond RNA biogenesis could regulate steady-state transcript levels. For example, differences in mRNA stability, export, or translation efficiency between the sexes could be important contributors [23].

Our unsupervised analysis of sex-biased genes highlighted new critical factors involved in lipid metabolism regulation and provided a framework for investigators to use this resource to decipher the mode of regulation of genes of interest. In genome-wide association studies, *PNPLA3* is one of the few genes consistently implicated in MAFLD [47–50]. Epidemiologic and molecular studies suggest that *PNPLA3* regulation by estrogen contributes to the rise in MAFLD in older women [54], despite the decrease in estrogen levels during menopause. Examination of chromatin dynamics at the *Pnpla3* locus confirmed that changes at promoters appear to underlie differences between sexes. However, we found that sex differences in *Pnpla3* transcript levels in mice are not regulated by estrogen but by male gonadal factors, histone modifiers, and TFs acting at promoters. Our findings do not exclude a role for estrogen signaling in *Pnpla3* regulation but rather suggest that multiple regulatory factors are at play. We point out that the AAV-mediated ESR overexpression may not fully replicate the physiological actions of estrogen in vivo, particularly accounting for the dynamic changes in estrogen, hormonal fluctuations, species-specific differences, or interactions with other endocrine pathways. Thus, the molecular pathways regulating sex-based differences in human *PNPLA3* expression will continue to be the subject of future studies.

Our study has a number of limitations. Although sex was a pivotal driver of chromatin responses, the duration of the dietary perturbations was only 2 weeks. We picked this time point since prior studies suggest that gene expression changes in response to diet are more pronounced within the first 2 weeks and compensatory pathways can ensue despite a more pronounced metabolic disease state [60,61]. Second, hepatic gene expression and hormone responsiveness are known to change with age [62–64], which may limit the generalizability of our findings. For instance, the decline in testosterone levels observed in aged males could alter chromatin accessibility and gene regulation compared with younger mice. Therefore, the mechanisms identified in this study may be age-specific, and future investigations using aged models will be essential to determine whether these regulatory patterns are preserved over time.

## Materials and methods

### Mice and diet

All mouse experiments were approved by the UCLA Animal Research Committee and adhered to the guidelines in the *Guide for the Care and Use of Laboratory Animals* (National Institutes of Health) under protocol number: ARC-2006-161 (FCG mouse experiments) and ARC-2018-044-AM-01 (other mouse experiments). The mice were on the C57BL/6 background and housed under pathogen-free conditions in a temperature-controlled room at 22 °C with 50%–65% humidity and a 12-h light/dark cycle. Wildtype mice (strain 000664, The Jackson Laboratory) were fed a standard CD (Rodent Diet 20, 5,053, PicoLab), a WD (D12079B, Research Diets), or a HFD (D12492, Research Diets) ad libitum for 2 weeks before ATAC-seq and for 2 or 4 weeks before RNA-seq. The number of mice in each group for RNA-seq is provided in Table 1. FCG mice on a C57BL/6 congenic background from a UCLA-maintained colony were used as described [42,65]. In these mice, the testis-determining gene *Sry* on the Y chromosome was deleted, and an *Sry* transgene was inserted into an autosomal chromosome, which allows for independent segregation of gonad development and sex chromosome complement [66].

**Table 1:** Numbers of mice in each RNA-seq group with diets challenging.

Diet	No. of mice on diet	
	2 weeks	4 weeks
Chow	3 M, 3 F	5 M, 3 F
Western	3 M, 5 F	4 M, 5 F
High-fat	4 M, 4 F	5 M, 4 F

FCG mice underwent GDX at 10–11 weeks of age under isoflurane anesthesia as described [67]. FCG mice were fed the HFD ad libitum for 10 weeks (intact gonad cohort) or 16 weeks (GDX cohort). Before sacrifice, mice were fasted for 6 h, unless specified otherwise (e.g., in the LXR agonist treatment experiment). Livers were harvested from three mice in each group, flash-frozen in liquid nitrogen, and stored at –80 °C. In the ATAC-seq studies, three mice were used in each group. The number of FCG mice used for sequencing are specified in figure legends.

### AAV transduction

For AAV-mediated overexpression of Esr1, 8-week-old male or female C57BL/6J wildtype mice (*n* = 5 per group) received injections of AAV8.TBG.GFP or AAV8.TBG.ESRa (VectorBiolabs) (1 × 10^11^ genome copies per mouse) in the lateral tail vein. One week later, the mice were placed on the HFD for 5 weeks. Mice were sacrificed after a 6-h fast.

### LXR agonist experiments

The protocol for the LXR agonist experiments in mice is described elsewhere [61,68]. In brief, 9-week-old mice (*n* = 8 males and 7 females) were given GW3965 (Sigma), 40 mg/kg, by oral gavage 17 h and 8 h before sacrifice after a 4-h fast. GW3965 was dissolved in dimethyl sulfoxide (Sigma) and delivered in canola oil (Sigma); vehicle controls (*n* = 8 males and 7 females) received dimethyl sulfoxide and canola oil.

Total RNA was extracted with TRIzol (Invitrogen) and reverse transcribed with a homemade reverse transcriptase as described [69]. cDNA was quantified with real-time PCR and SYBR Green Master Mix (Diagenode) on a BioRad Real-Time PCR instrument. The primers for amplifying *Pnpla3* were sourced from a previous publication [70]. Primers for amplifying *Polg1* were from our previous publication [55]. Gene expression was normalized to the housekeeping gene *36B4* or as indicated in the figure legend.

### Immunoblot analysis

Proteins were extracted with RIPA lysis buffer (Boston Bioproducts) supplemented with a complete protease inhibitor cocktail (Roche). Protein samples were resolved on a 4%–12% NuPAGE Bis-Tris Gel (Invitrogen), transferred to a Hybond ECL membrane (GE Healthcare), and probed with primary antibodies against PDI (3501, Cell Signaling Technology; 1:1000), ER-α (06-935, Sigma-Aldrich; 1:1000), and NFYA (sc-17753X, Santa Cruz Biotechnology; 1:800).

### Primary hepatocytes isolation and cell culture

Mouse primary hepatocytes were isolated as we previously described with minor modifications [71]. Briefly, mice were anesthetized with ketamine/xylazine, and perfusion was performed through cannula with 50 mL of Hank’s solution 10 mL per minute, followed by 50 mL of Liberase solution (final concentration: 30 µg/mL; perfusion speed: 5 mL per minute). After perfusion, livers were gently dissociated using forceps, and the resulting cell suspension was filtered through a 70 µm cell strainer. Cells were then centrifuged at 50*g* for 3 min at 4 °C. The cell pellet was washed twice, resuspended, and plated in 6-well plates or 15-cm culture dishes in pre-warmed washing/plating medium (William’s Medium E supplemented with GlutaMAX, HEPES, Penicillin/Streptomycin, 1 µM dexamethasone, 100 nM insulin, and 5% charcoal-stripped fetal bovine serum). After 3 hourso of incubation, the medium was replaced with maintenance medium (William’s Medium E containing 1 µM dexamethasone, 100 nM insulin, and 0.2% BSA).

### Gene overexpression and gene deletion in vitro

For gene overexpression experiments, primary hepatocytes were transfected with a pcDNA3.1 plasmid expressing full-length NFYA cDNA (constructed by VectorBuilder). Transfection was performed 12 h after primary hepatocytes plating, using a ratio of 3 µg plasmid per million cells with Lipofectamine 3,000 Transfection Reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. To generate NFYA KO cells, primary hepatocytes from NFYA^flox/flox^ [72] were treated with adeno-associated virus serotype 8 (AAV8) under control of the TBG promoter (purchased from Penn Vector Core), using either AAV8.TBG.Cre (KO) or AAV8.TBG.GFP (WT control). AAV was added to the culture medium at a dose of 2 × 10¹⁰ genome copies per million cells. Overexpression from transfection experiments or KO efficiency from AAV transduction experiments were confirmed by immunoblotting.

### Testosterone treatment

For testosterone treatment experiments, charcoal-stripped fetal bovine serum (Cat#: A3382101, Thermo Fisher Scientific) was used in place of regular fetal bovine serum during primary hepatocyte isolation and culture for hormone depletion as described in our previous publication with minor modifications [73]. Following hormone depletion culture, cells were treated with testosterone (Cat#: T-037, Cerilliant) for 4 h with the concentration indicated in the figure legend.

### Chromatin Immunoprecipitation (ChIP)

ChIP followed by quantitative PCR (ChIP qPCR) experiments were performed as previously described with a few changes [71]. Briefly, 40 million primary hepatocytes for each replicate were crosslinked with 2 mM Disuccinimidyl Glutarate (DSG, Cat#: 20,593, Thermo Fisher Scientific) for 1 h, followed by 1% formaldehyde for 12 min (four replicates for each group). For ChIP using testosterone-treated cells, 20 million NFYA overexpressed cells for each replicate were crosslinked with 2 mM DSG for 1 h, followed by 1% formaldehyde for 12 min (three replicates for each group). Sonication was performed using a M220 Focused-ultrasonicator (Covaris) according to the manufacturer’s protocol using the setting parameter: Peak Power = 140, Duty Factor = 5.0, Cycles/Burst = 200, Duration = 10 min. Chromatin was immunoprecipitated with 6 μg antibodies against NFYA (Cat#: sc-17753X, Santa Cruz Biotechnology) overnight at 4 °C. The ChIP samples were analyzed by qPCR using primers listed in S5 Table. All values obtained were normalized to a negative control region.

### ATAC-seq and ATAC-seq analysis

Frozen liver samples were analyzed by ATAC-seq according to our optimized protocol [71]. Each sample was stained with trypan Blue (Thermo Fisher), and nuclei were counted with a hemocytometer. For each reaction, 75,000 nuclei were extracted and centrifuged at 500*g* for 5 min at 4 °C. ATAC-seq libraries were constructed with Nextera Tn5 enzyme and a DNA library preparation kit (Illumina) as described [9]. AMPure XP magnetic beads were used for size selection. Libraries were sequenced with a NovaSeq 6000 (read length: 2 × 100 bp) at the Broad Stem Cell Research Center Sequencing Core at UCLA.

Sequenced reads from each sample were individually aligned to the mouse genome (mm9, NCBIv37) with Bowtie2 [74]. Duplicate reads and reads mapped to the mitochondrial genome or aligned to unmapped contiguous regions were removed. MACS2 [75] using the option –nomodel –keep-dup all -q 0.01 –llocal 10,000 was used to call for accessible sites in each sample. DESeq2 (Version: 1.42.1) was used to identify differential peaks with a FC ≥ 2 and *P* value < 0.05 in line with prior studies [76,77]. To identify DARs influenced by individual factors, including diet and sex, we analyzed ATAC-seq peaks to test the effects of diet (comparing WD versus chow, HFD versus chow, and HFD versus WD) and sex (comparing females versus males). Reproducible peak sites in each sample were merged, and RPKM values were obtained with SeqMonk (Babraham Bioinformatics). Bedgraph files were generated with HOMER [78] and transformed to Integrative Genomics Viewer (IGV) tiled data file (TDF) file (.tdf) and visualized with IGV tools [79]. Genes were annotated with the annotation function in HOMER using the genome location of peaks. Promoter-specific and global motif enrichment was analyzed with HOMER Motif Analysis [78,80]. R package PCAtools [81] was used for principal component analysis (Fig 1C). The R package umap (version 0.2.10.0) was used for UMAP analysis. Peaks and their annotations are listed in supplemental S1 Table.

### RNA-seq and RNA-seq analysis

RNA-seq was done as described [23]. Briefly, total RNA was extracted with TRIzol (Invitrogen) and purified with the Qiagen RNeasy Mini Kit (Qiagen). RNA concentration was measured with a Nanodrop, and sequencing was done with a Hiseq3000 (read length: 1 × 50 bp) at the UCLA Technology Center for Genomics and Bioinformatics. RNA-seq analysis was done as described [23]. Each sample was processed independently, and RPKM values were calculated for each sample individually. DEGs in diet experiments were defined as follows: for upregulated genes, FC [(WD or HFD)/CD] > 1.5 and *P* < 0.05; for downregulated genes, FC [CD/(WD or HFD)] > 1.5 and *P* < 0.05. Statistics on DEGs are shown in S2 Table. Gene ontologies and transcription were analyzed with EnrichR [82–84] or Metascape [43] as described in the results or figure legends. Venn diagrams were generated with Venny [85] or the Venn diagram tool from Bioinformatics and Evolutionary Genomics (https://bioinformatics.psb.ugent.be/webtools/Venn/). Heatmaps were generated with Morpheus (https://software.broadinstitute.org/morpheus) or ClustVis [86]. Liver RNA-seq data were from a public dataset [13].

For Fig 5, gene expression in controls was calculated as female RPKM/male RPKM. DEGs were considered female-biased if the FC of WD/CD was >1.2 at both 2 and 4 weeks in females and ≤1 at either time point in males or if the FC in CD/WD was >1.2 at both 2 and 4 weeks in females and ≤1 at least at either time point in males. DEGs were considered male-biased if the FC of WD/CD was >1.2 at both 2 and 4 weeks in males and ≤1 at either time point in females or if the FC of CD/WD was >1.2 at both 2 and 4 weeks in males and ≤1 at either time point in females.

For the RNA-seq analysis of FCG mice, reads were aligned to the GRCm39 mouse genome (Genome Reference Consortium), and read counts per gene were quantified with STAR (version 2.7.10a). DEGs were analyzed with DESeq2 (version 1.36); contrast tests with reduced models were done to evaluate the gonadal effect (mice with intact ovaries versus mice with intact testes), chromosomal effect (mice with XX chromosomes versus mice with XY chromosomes), ovariectomy effect (ovariectomized mice versus mice with intact ovaries), and castration effect (castrated mice versus mice with intact testes).

### ChIP-seq analysis

ChIP-seq data from public datasets are listed in the figure legends. We reanalyzed the ChIP-seq data using downloaded fastQ files. Reads were aligned to mouse genome mm9 (NCBIv37/mm9) with Bowtie2 [74]. MACS2 [75] was used for peak calling. To visualize the peaks, HOMER was used to generate bedgraph files, which were transformed to TDF files and visualized with IGV tools [79,80]. Gene annotation was done with SeqMonk (“mRNA” setting; Babraham Bioinformatics).

## Supporting information

S1 Table ACTC-seq peaks and annotation.

S2 Table Statistic of RNA-seq DEGs.

S3 Table Expression of overlapped genes in FCG model.

S4 Table Sex-biased genes in Fig 5A and their expression in human.

S5 Table Primers and Primer sequences for ChIP-qPCR.

S1 Data The data underlying figures.

S1 Raw Images WB uncropped images.

S1 Fig ATAC-seq in mouse liver (related to Fig 1). (**A**) Total read count of each ATAC-seq sample. Values are shown as log_10_(total read count). (**B**) Total alignment rate from each sample, calculated with bowtie2 using mm9 as the reference genome. (**C**) Proportion of total peaks that showed gain, loss, or no change in chromatin accessibility in male (M) and female (F) mice fed a WD or HFD relative mice fed a CD. Gain or loss of accessibility was defined as a fold change (FC) >2 (gain) and *P* < 0.05, or FC < 0.5 and *P* < 0.05 (loss). (**D** and **E**) ATAC-seq signal intensity of peaks in mice fed a WD relative to that in mice fed a CD. (**F** and **G**) ATAC-seq signal intensity of peaks in mice fed a HFD relative to that in mice fed a CD. (**H**) Number of peaks in the promoter–TSS region that differed in male and female mice, according to HOMER annotation. (**I**) Number of peaks in the promoter–TSS region that differed in male and female mice, according to HOMER annotation.
(PDF)

S2 Fig Pathway and motif analysis of accessible chromatin in liver (related to Figs 2 and 3). (**A**) GO annotation (Biological Process) was done using the DEGs from Fig 2F. (**B**) Distribution of genomic locations for selected peaks in Fig 3B. (**C**) CHEA3 motif prediction using top 300 global peaks (WD versus CD) in male mice (*P* < 0.05).
(PDF)

S3 Fig Sex-specific hepatic gene expression profiles exhibit different motif preferences (related to Fig 4). (**A**) Heatmap of data for all the genes detected by RNA-seq in mouse liver samples. (**B**) DEGs in male or female mice fed a WD for 2 or 4 weeks. (**C**) DEGs in male or female mice fed a HFD for 2 or 4 weeks. (**D**) Venn diagram showing common DEGS in females and males and sex-specific DEGs. (**E**) Metascape analysis of male and female common DEGs. The top 5 terms are shown. (**F–I**) Top 10 Metascape terms for female- or male-specific upregulated or downregulated genes. (**J**) Motifs enrichment prediction of male-biased or female-biased genes in Fig 4F. (**K**) Genes from Fig 4F matched to DEGs identified by RNA-seq in the FCG mouse model. *P* < 0.05 was considered significant. (**L**) Venn diagram of diet-induced sex-difference genes from Fig 4F and DEGs identified by RNA-seq in the FCG mouse model.
(PDF)

S4 Fig Gene expression data from human liver corroborates analysis of murine studies (related to Fig 5). (**A**) Heatmap of transcripts per million reads (TPM) of genes (listed in Fig 5A) in human liver. TPMs from Adult Genotype Tissue Expression (GTEx) Project. Genes from Fig 5A that had no corresponding human genes or were not express were removed. (**B** and **C**) Venn diagram of diet-induced DEGs (Fig 5A) and female-biased (B) and male-biased (C) GTEx genes. (**D**) Expression of human *PNPLA3* in top 10 tissues. Data from GTEx. (**E**) Venn diagram of DEGs (Fig 4F) and sex-biased hepatic genes. (**F**) Fold change (male/female relative to controls) of sex-biased DEGs in S4E Fig determined with data from Lau-Corona and colleagues, 2020. (**G**) Chromatin accessibility by ATAC-seq from human liver samples (GEO accession: GSE164870). All samples from study were included except samples with IDs 767 (GSM5021293), 485 (GSM5021297), 793 (GSM5021300), and 797 (GSM5021301) due to globally reduced peak signals observed in these datasets. (**H**) LXR target gene expression based on RNA-seq. (CF2 and WF2): female mice fed a CD or WD for 2 weeks, (CF4 and WF4), females fed a CD or WD for 4 weeks, (CM2 and CM4) males fed a CD for 2 or 4 weeks, (WM2 and WM4) males fed a WD for 2 or 4 weeks. Number of samples for each group are listed in Table 1. (**I**) Expression of LXR target genes detected by qPCR from liver. *n* = 8 per group. *P < 0.05, **P < 0.01, ***P < 0.001 by unpaired *t* test. (ns) not significant. The data underlying this Figure can be found in S1 Data.
(PDF)

S5 Fig Chromatin architecture and regulation of *Pnpla3* (related to Fig 5). (**A**) Hepatic expression of *Esr1* of mice from Fig 5F, determined by qPCR. *n* = 5. ***: *P* < 0.001 by unpaired *t* test. (**B**) Hepatic expression of *Polg1* of mice from Fig 5F, determined by qPCR. *n* = 5. *: *P* < 0.05 by unpaired *t* test. (**C**) PROMO-predicted TF binding sites around the TSS of *Pnpla3*, as indicated in the red box in Fig 5E. “Level” is the density of binding sites of TFs; a higher level indicates greater TF binding. (**D**) H3K27ac ChIP-seq peaks from public datasets with the following GEO ID numbers: SRR6756579 (female Rep 1), SRR6756580 (female Rep 2), SRR6756581 (female Rep 3), SRR6756582 (female Rep 4), SRR6756571 (male Rep 1), SRR6756572 (male Rep2), SRR6756573 (male Rep3), and SRR6756574 (male Rep 4). (**E**) Fold change calculated based on ChIP-seq enrichment in acetylation of lysine 27 of the histone H3 protein (H3K27ac) in male or female liver (Lau-Corona and colleagues, 2020). SeqMonk was used for gene annotation (mRNA). The data underlying this Figure can be found in S1 Data.
(PDF)

S6 Fig Efficiency of CCAAT-binding protein gene deletion or overexpression (related to Fig 6). (**A**) NFYA protein levels detected by immunoblotting. Protein was isolated 48 h post AAV infection (Materials and methods for details). Twenty micrograms of total protein were loaded per lane. (**B**) NFYA overexpression efficiency detected by immunoblotting. Primary hepatocytes from WT mice were transfected with empty vector (EV) or NFYA overexpression plasmid (OE). Protein was isolated 36 h post-transfection, with 15 µg total protein loaded per lane. These cells were further used for ChIP in Fig 6E.
(PDF)

## Abbreviations

AAV: adeno-associated virus
CD: chow diet
ChIP: Chromatin immunoprecipitation
DAR: differentially-accessible region
DEG: differentially expressed gene
FC: fold change
FCG: Four Core Genotypes
HFD: high-fat diet
IGV: Integrative Genomics Viewer
MAFLD: metabolic-associated fatty liver disease
*Pnpla3*: Patatin-like phospholipase domain-containing protein 3
qPCR: Quantitative PCR
TDF: tiled data file
TF: transcription factor
TSS: transcription start site
WD: Western diet

# Supplementary material for: Integrated chromatin and transcriptomic profiling reveals sex-specific mechanisms of gene regulation in hepatic nutrient responses
**Source:** PLoS Biol. 2026 Feb 12;24(2):e3003601. doi: 10.1371/journal.pbio.3003601
**Supplement:** S1 Raw Images

**Fig. 5F**

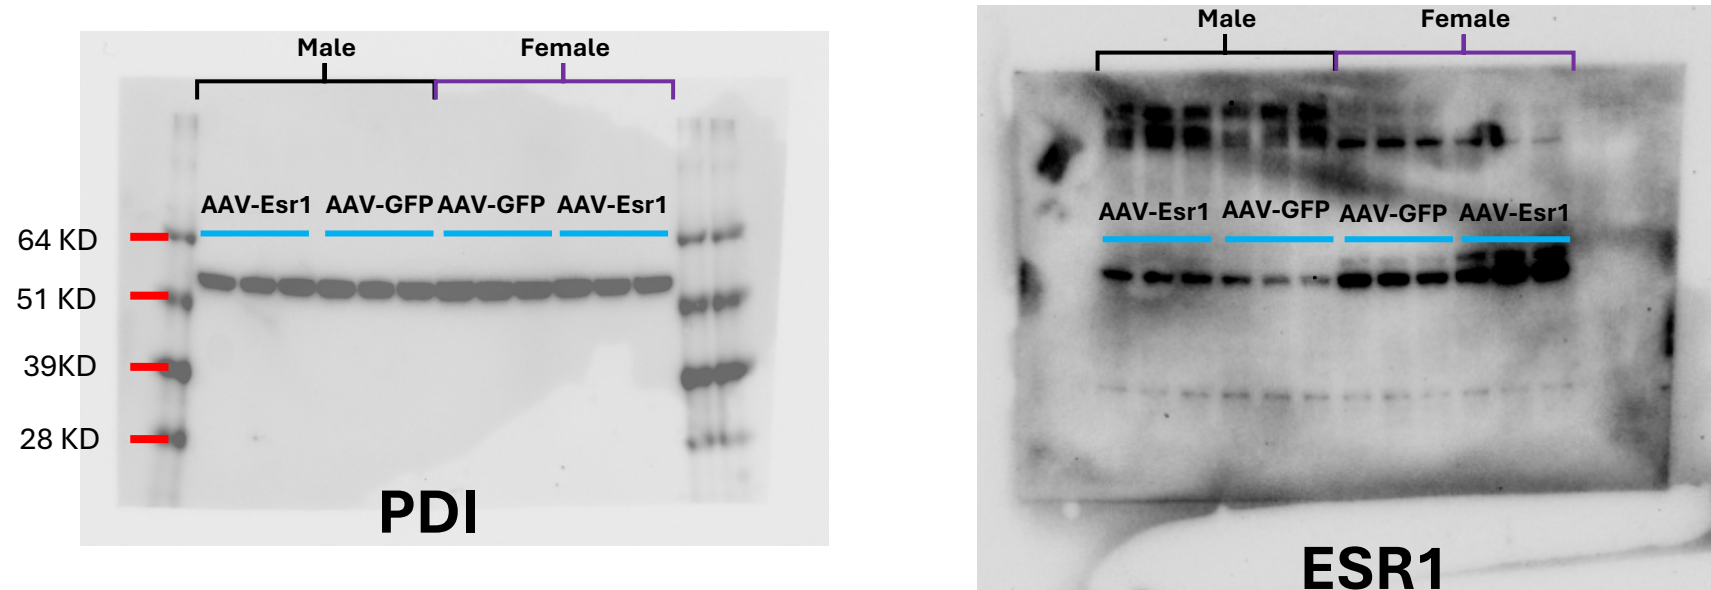

Protein Ladder: SeeBlue™ Plus2 Pre-stained Protein Standard (Invitrogen)

**S6A Fig.**

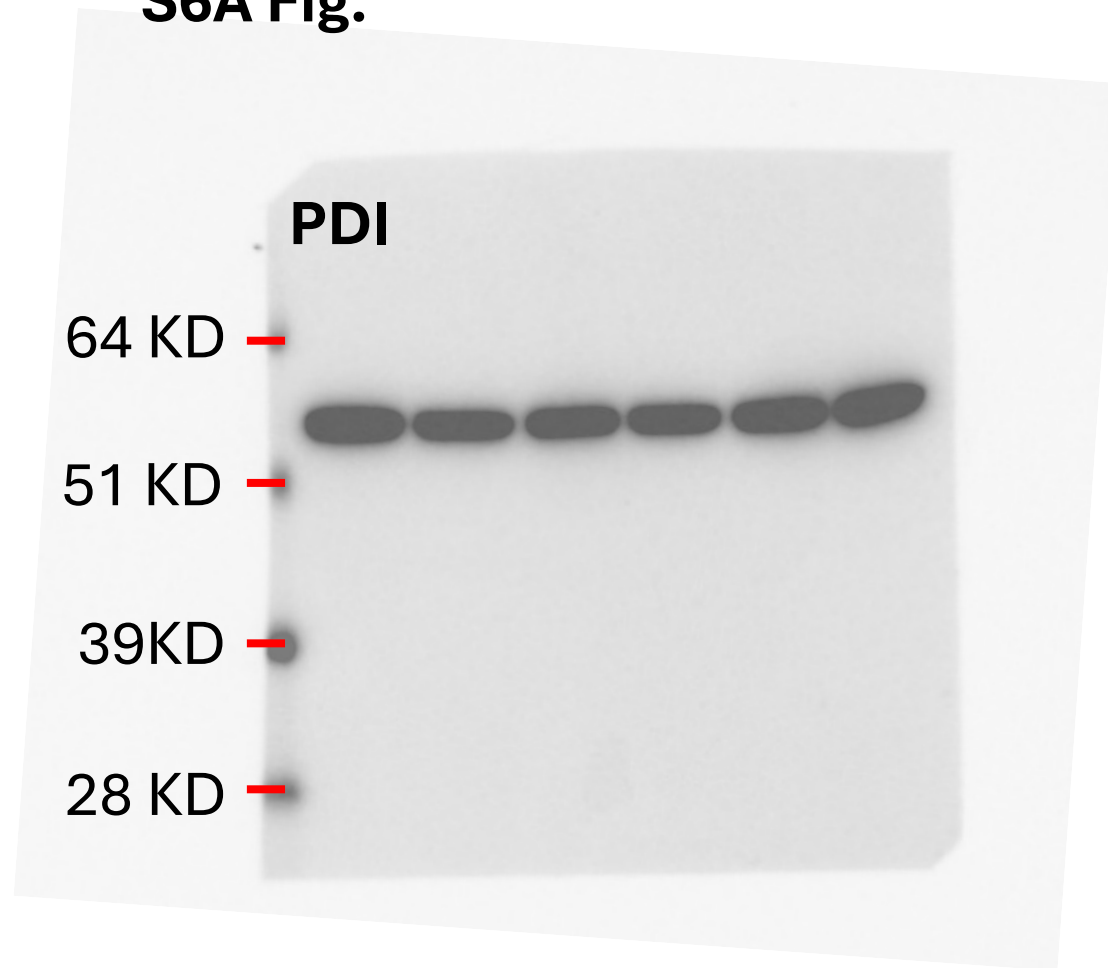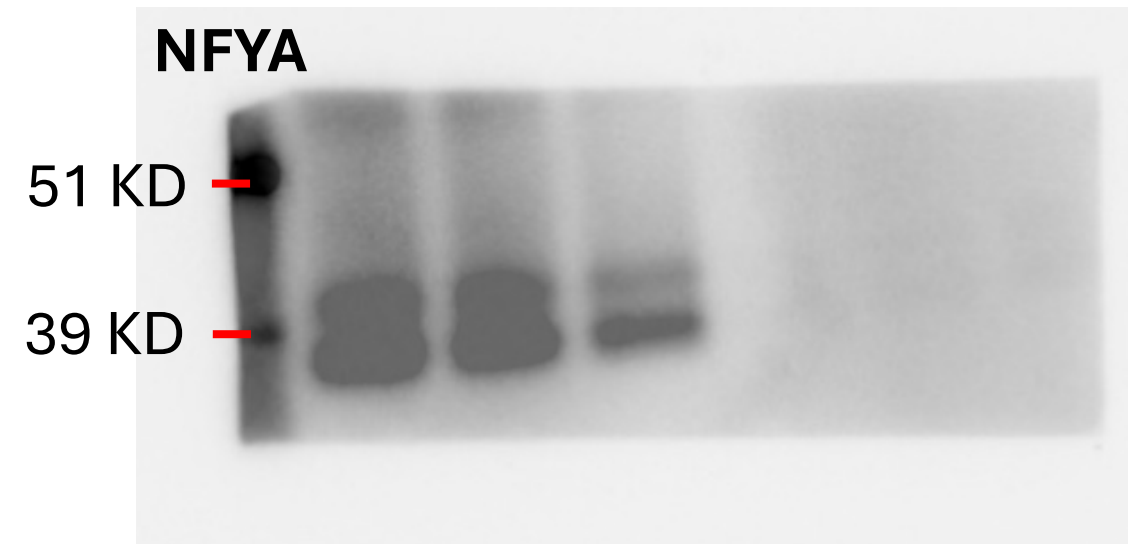

Protein Ladder: SeeBlue™ Plus2 Pre-stained Protein Standard (Invitrogen)

## S6B Fig

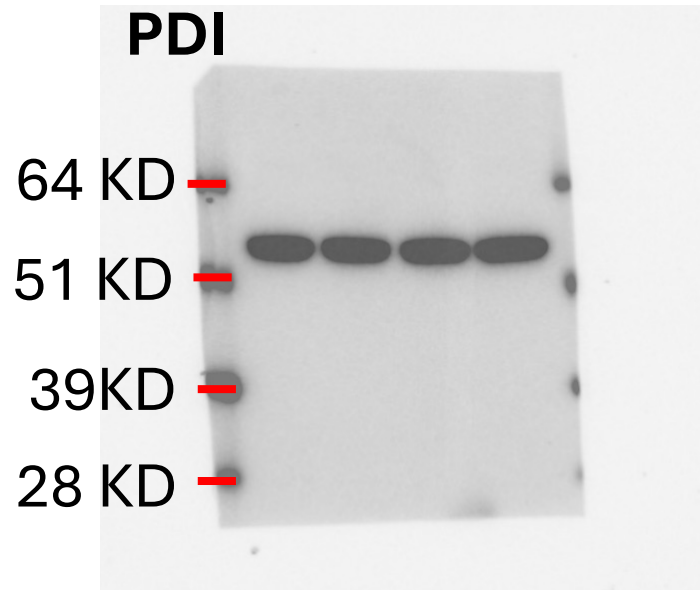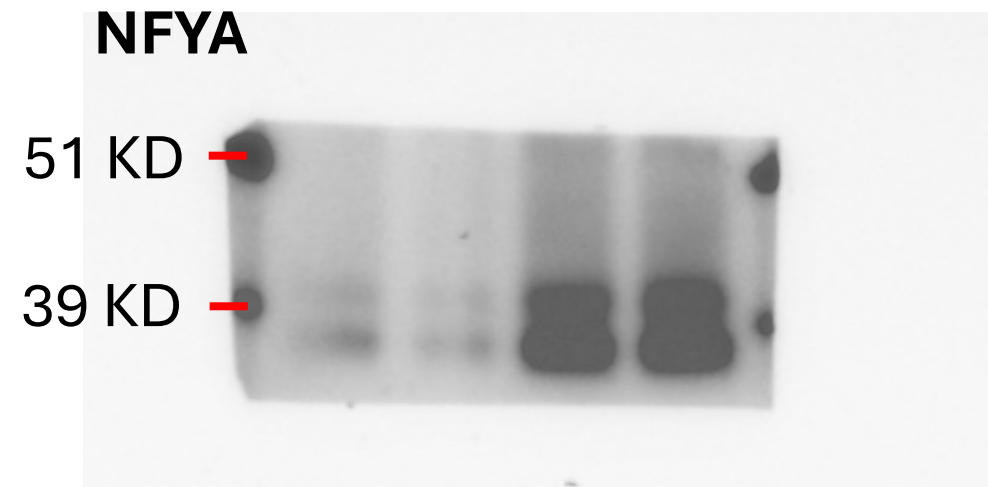

Protein Ladder: SeeBlue™ Plus2 Pre-stained Protein Standard (Invitrogen)

How the deposited data were processed for this re-analysis (not part of the article)

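Liver RNA-seq of 48 FCG mice on a HFD was analysed, with 6 mice in each of 8 groups (XX or XY, ovaries or testes, intact or GDX). The wild-type RNA-seq, the chromatin accessibility data, the qPCR and the ChIP of the paper were not analysed here. The group of each mouse was taken from the sample descriptions and checked on Xist and 4 Y-linked genes. Each mouse has its own identifier and gave 1 library, so no mouse or replicate number links the groups.

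The authors aligned the reads to GRCm39, counted them per gene with STAR and deposited whole-number counts, not normalized, for 55414 Ensembl gene identifiers, together with 4 summary lines of reads not assigned to a gene, which were left out of all tests. As the authors' own test of these counts, the paper names DESeq2 contrast tests with reduced models, without giving the design formula. DESeq2 was run here with its Wald test on the 8 groups, which can differ from the authors' models. The paper's text does not name the annotation release, the strand setting or any trimming of the reads, so genes that overlap on opposite strands, and members of multigene families, can have exchanged reads. Symbols were matched to 31020 of the identifiers (56.0%) with a table of gene names. The 148 sex-biased genes were taken from S3 Table, which pairs 145 of them with an identifier, and 147 matched a gene of the count table by identifier or symbol.

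Reads counted on genes per mouse ranged from 13071874 to 20045141, with a median of 17178520.5 in intact and 16199844.5 in GDX mice. The smallest level taken as shown was 3 reads, equal to 0.150 to 0.230 CPM (median 0.181). These are reads without molecular identifiers, so such floors cover counting error only. Pnpla3 had a median of 14.5 reads per mouse, which limits the precision of its values in single mice. CPM were computed here from the reads counted on genes.

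The mice whose Pnpla3 values are listed with Figs 5I to 5L, 47 of the 48, entered each main test, and all 48, which entered the mean CPM of S3 Table, entered an alternative. A model with a mean for each of the 8 groups was fitted in R (version 4.3.3) with edgeR (version 4.0.16), with TMM normalization, its filterByExpr filter on low counts, robust quasi-likelihood dispersions and Benjamini-Hochberg adjustment over the 15575 tested genes. Genes with an adjusted p under 0.05 were counted. Standard errors of edgeR's log2 fold changes were not taken from the fit. They were computed as the absolute log2 fold change divided by the square root of the test's F statistic, and are thus approximate. The gonadal, chromosomal, ovariectomy, castration and GDX effects, the chromosomal effect within intact and within GDX mice, the interaction of chromosomes with GDX, and the difference between the castration and ovariectomy effects were contrasts of this model. Pnpla3 CPM were compared by two-sided permutation tests with 100000 resamples, or exact ones where a group had fewer than 10 mice, in Python (version 3.11.15) with scipy (version 1.17.1), numpy (version 2.4.6) and pandas (version 2.3.3). Plots were drawn with matplotlib (version 3.10.9).

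The genes named in the text were chosen by a rule. They are Pnpla3, Xist and the Y-linked genes, the 2 highest and 2 lowest log2 fold changes among the sex-biased genes and among all tested genes with a mean log2 CPM of at least 0 in the gonadal, chromosomal, ovariectomy and castration effects, the receptors and factors the paper discusses, and 8 lipogenic genes. Any other gene is named together with the statement that it was chosen after its values were seen.

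The alternatives were DESeq2's size factors or library totals in place of TMM, the Wald test of DESeq2 (version 1.42.0), no filter beyond 1 count, at least 10 counts in every mouse, all 48 mice, a fit of the compared arms alone, 1 surrogate variable from sva (version 3.50.0), offsets for GC content and transcript length, a fold change above 1.5, unadjusted p-values, adjustment over the sex-biased genes alone, and leaving out each mouse in turn. The offsets were loess curves (span 0.3) fitted per mouse, with lengths and GC content from the NCBIM37 annotation, which covered 13153 of the tested genes (84.4%). The coordinates of Pnpla3 and of X-linked genes are those of NCBIM37 and not of the authors' build.

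The fit was tested on simulated counts drawn from the means and library sizes of the data, with the same dispersion for every gene and mouse. Genes were drawn independently, without the variation shared across genes that the intact mice had. The changed genes were taken from those with higher counts. The rates below hold for such counts only. They do not show the error rate at the spread of the real mice, or for genes of low counts such as Pnpla3. With 200 of 15136 genes changed, 197 (98.5%) were recovered among 211 called, 14 of them false, and with no gene changed none of 15134 was called. With a simulated length trend in 15179 genes, 5645 genes were called falsely without the offsets and 21 with them.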

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

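Among the tests reported in this part, those of library make-up, of library scaling, of GC content and length for the GDX effect and for XX against XY mice after GDX, all those of the castration minus ovariectomy difference, of the share of cells other than hepatocytes and of the Y-linked reads were chosen only after the result was seen.

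Over 7 measures, 56 groups of 5 or 6 mice were searched for a mouse far from the others of its group, by Dixon's test of the gap to the nearest mouse against the group's range, and 4 groups had one, where chance gives about 1 in 20. XY Ov Intact mouse 36870 had 31.1% of its reads on the 20 highest genes (26.4% to 28.1% in the other mice of its group) and 3.51 CPM of Pnpla3 (0.512 to 1.51 in the others). XY Te GDX mouse 30544 had 5.89 CPM of Pnpla3 (0.522 to 2.51 in the others). Pnpla3 changed within groups along with the mean of 8 lipogenic genes (Pearson's r of 0.653, permutation p = 1e-05, the smallest these permutations can give, adjusted p = 5e-05 over 5 relations; Spearman's rho of 0.619, permutation p = 7e-05; n = 47). Without the 2 mice farthest from the median of the lipogenic mean r was 0.689. Within the intact mice r was 0.682 (permutation p = 0.00264) and 0.717 without the 2 farthest, and within the GDX mice it was 0.685 (permutation p = 0.00059) and fell to 0.552 without the 2 farthest. The high Pnpla3 of these mice may therefore go with a lipogenic state of the liver at the time of sampling. No technical explanation was tested for either mouse, so this remains a hypothesis, and no explanation was tested for the share of reads on the 20 highest genes.

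XX Te Intact mouse 37366 stood apart by a sum of 10.6 CPM over the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y (0.103 to 0.551 CPM in the other mice of its group). It had 62, 16, 31 and 63 reads of these genes, or 5.69%, 4.10%, 8.18% and 5.32% of the mean level of the 24 XY mice. If a small share of RNA or reads from an XY library were the source, the shares would be alike. The largest ratio between them was 1.996, just under a limit of 2 that was set after part of these values had been seen, so such a mixture may be the source but cannot be told apart from others. Xist was at 302 CPM in this mouse, the lowest of its group (437 to 754 CPM in the others), and above the highest XY mouse (8.36 CPM), and no biological explanation was tested.

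The chromosomal effect differed between GDX and intact mice, by a test of the interaction, for 439 genes, 429 of them with the larger difference after GDX and 10 with the larger difference in intact mice. A split of the mice with the XX and XY labels shuffled gave as many genes in 2 of 100 draws, the real one included. Technical explanations were tested on the 5325 genes that differed between XX and XY mice after GDX. Over the 13153 tested genes with a known length, the log2 fold change after GDX was hardly related to transcript length (Spearman's rho across genes of -0.0700), but that in intact mice (0.215) and the interaction (-0.270) were, and with offsets for GC content and length 669 genes had an interaction, 420 of them among the 439. A length bias thus does not account for most of the interaction. DESeq2's size factors left 4820 genes and turned the balance from 3020 higher in XX and 2305 higher in XY to 2325 and 2495, and library totals, which moved the median of all genes from 0.08 to -0.10, turned it to 785 and 3416. In the common model the dispersion of each gene is shared by intact and GDX mice, and pairs of mice of one group differed by a chi-square per gene of up to 342 among intact and 45.3 among GDX mice. In fits of each cohort alone, with a single mean per arm, 490 genes passed in intact and 6937 in GDX mice. The larger spread among intact mice can thus be part of the reason why fewer genes passed for them in these separate fits. In these fits it also includes differences between ovaries and testes. In the common model the median standard errors over all tested genes were alike, at 0.139 in intact and 0.134 in GDX mice. A larger standard error is thus not the reason for the lower count of intact mice in that model. Markers of 4 of 5 cell types other than hepatocytes lay outside matched random lists. The median log2 fold change was -1.55 for macrophage markers (0 of 9 higher in XX), -1.12 for lymphocyte markers (0 of 8), -0.28 for endothelial markers (1 of 10) and 0.67 for cholangiocyte markers (4 of 5), directions that held under TMM, DESeq2's factors and library totals, while that of stellate cell markers (0.03) turned to -0.01 with DESeq2's factors and -0.15 with library totals. In intact mice the medians also lay outside matched lists for macrophage (-0.68, 0 of 9 higher in XX), lymphocyte (-0.71, 1 of 8) and cholangiocyte markers (0.40, 3 of 5). Those of endothelial (-0.05) and stellate cell markers (0.11) lay inside. The shift of macrophage and lymphocyte markers was thus not limited to GDX mice. With the mean of 17 macrophage and lymphocyte markers as a covariate, 2060 genes differed after GDX and 21 had an interaction. This covariate separated XX from XY mice after GDX without overlap (-0.80 ± 0.27 and 0.58 ± 0.41, SD, n = 12 each), so it removes part of any difference between them, whatever its cause. The share of reads outside genes also differed, with 3 of the 24 GDX libraries within the range of the other chromosome group. A larger share of macrophages and lymphocytes in XY livers may account for part of the difference between XX and XY mice after GDX. How much of it is not decided by the 2060 genes (24 of them sex-biased) that passed with a mean of 17 markers as a covariate, and a regulation by sex chromosomes within hepatocytes cannot be told apart from the share of these cells or from the difference in library make-up.

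The effect of GDX differed between castrated and ovariectomized mice for 819 genes, 387 with the higher log2 fold change after castration and 432 with the higher one after ovariectomy, and 17 of them were sex-biased genes of the paper's list. Only the value of Pnpla3 for this difference was set before the data were examined, and its counts over all genes were added later. A split with the gonad labels shuffled gave as many genes in 2 of 100 draws and as many sex-biased genes in 2 of 100, the real one included. With library totals in place of TMM 592 genes passed, 531 of them among the 819, and with offsets for GC content and length 1156 passed, 717 of them among the 819. The difference was related to transcript length (Spearman's rho across genes of -0.330), but since most of the 819 genes still passed with the offsets, a length bias does not account for most of it. Castrated and ovariectomized mice shared the diet and cohort of the GDX mice. A response to loss of the testes that is not shared by loss of the ovaries is a hypothesis for these genes, and other technical explanations were not tested. Both effects were related across genes (Spearman's rho of 0.821), and of 7827 genes past the threshold in both, 7708 changed in the same direction. Part of this relation can come from what the GDX cohort shared besides the operation.

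Outside the 148 sex-biased genes, 13731 genes passed in at least 1 of the gonadal, chromosomal, ovariectomy and castration effects, and S3 Table gives no values for them. GDX alone passed for 11744 genes. The GDX libraries had a median of 10.05% of reads outside genes, compared with 4.24% in intact libraries, and 0 of the 24 GDX libraries lay within the range of the intact ones, so cohort, diet length, library make-up and GDX cannot be told apart. With offsets for GC content and length 10739 genes still passed, although the GDX effect was related to transcript length (Spearman's rho of 0.476), so a length bias remains open as part of its cause. With library totals in place of TMM, which moved the median log2 fold change of all genes from 0.07 to 0.27, 68.65% of the genes that passed were higher after GDX, compared with 53.97%, so the balance of directions depends on the scaling. An axis of variation among intact mice of one group (41.4% of their variance within groups) was related across genes to the GDX effect (Spearman's rho of 0.778) and to transcript length (0.553), although these mice had no GDX. Along this axis the 23 intact mice differed in the share of reads outside genes (Pearson's r of 0.670, permutation p = 0.00191, adjusted p = 0.00239 over 5 relations; Spearman's rho of 0.748, permutation p = 0.00031; r of 0.665 without the 2 mice farthest from the median). A property of the RNA or library that varies between mice may thus contribute to the GDX effect, and the effect is not shown to be biological.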

How the results depend on the processing

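Apart from the counts for the castration minus ovariectomy difference, which were added later, no test in this part was chosen only after the result was seen, and the alternatives were set before the data were examined. Over all settings other than leaving out a mouse, 687 values of 79 results were computed. The direction and side of the threshold, or a count to within 1.5 times, were kept by 627, 10 were weaker, 1 stronger and 7 reversed, and 42 counts or shares moved by more than 1.5 times. Of the 687 values, 409 belong to named genes other than Pnpla3, and 394 of these were kept. Many of these genes were chosen as extremes in these same data, which favours values that stay. Of the remaining 278 values, 233 were kept. A count was judged by its total alone, so a turned balance of higher and lower genes can stand among those kept. For every change given here, the cause was not tested.

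With the compared arms fitted alone, the gonadal effect passed for 1185 genes (1184 of them also among the 3875) and 26 sex-biased genes, the chromosomal effect for 3100 and 36, and the chromosomal effect in intact mice for 490 and 6. With a fold change above 1.5 required, the counts were 1526 and 29 for the gonadal effect, 1789 and 21 for the chromosomal effect, 6074 and 49 for ovariectomy, 4977 and 47 for castration, 5442 and 49 for GDX, 947 genes for the chromosomal effect in intact mice, 2310 and 25 for that in GDX mice, and 78 sex-biased genes and 52.0% of all tested genes in at least 1 effect, compared with 124 and 89.0%. With unadjusted p-values, the gonadal effect passed for 6089 genes, the chromosomal effect in intact mice for 3773 and 35 and the interaction for 2242 and 18, and the castration minus ovariectomy difference for 3664 and 46. With at least 10 counts in every mouse, the chromosomal effect passed for 36 sex-biased genes, that in intact mice for 911 and 9 and that in GDX mice for 3467 and 31. With 1 surrogate variable, ovariectomy passed for 5588 and 41, the chromosomal effect in intact mice for 2574 and 26 and the interaction for 2 sex-biased genes. The interaction passed for 669 genes with offsets for GC content and length, which do not include all 439. It passed for 713 with DESeq2's Wald test, and these 713 include all 439. Without a filter beyond 1 count, 47.9% of all genes passed in at least 1 effect, and the castration minus ovariectomy difference passed for 478 genes.

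Pnpla3 turned after ovariectomy to a log2 fold change of -0.83 with 1 surrogate variable (adjusted p = 0.199) and -0.15 with the offsets (adjusted p = 0.769), by edgeR's test, with adjusted p-values from 0.199 to 1.00 over its alternatives. After castration it was 1.08 with 1 surrogate variable (adjusted p = 0.0767 from edgeR's test), and it passed with its 6 other alternatives (0.00128 to 0.0767 over all 7). Among the other genes named, Nfyb turned after castration to 0.0369 with library totals and 0.25 with the offsets, Srebf1 to -0.11 with 1 surrogate variable and -0.20 with the offsets, and Nr1h3 to 0.0138 with 1 surrogate variable. A further 9 values of these genes were weaker and 1 was stronger.

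The scaling and other settings moved the balance of higher and lower genes. With library totals in place of TMM, genes higher and lower were 2016 and 1009 for the gonadal effect (2113 and 1762 with TMM), 1229 and 3035 for the chromosomal effect (3385 and 2264; 16 and 27 sex-biased genes compared with 36 and 20), 7439 and 3783 for ovariectomy (5591 and 5170; 55 and 33 compared with 40 and 43), 7091 and 3138 for castration (4959 and 4556; 63 and 28 compared with 44 and 32), 8492 and 3878 for GDX (6338 and 5406; 77 and 33 compared with 51 and 42), 307 and 807 for the chromosomal effect in intact mice (682 and 953), 785 and 3416 for that in GDX mice (3020 and 2305; 10 and 31 compared with 28 and 19) and 42 and 577 for the interaction (77 and 362), and 12 and 1 sex-biased genes for the castration minus ovariectomy difference (13 and 4). The median log2 fold change of all genes moved from 0.06 to 0.27 for ovariectomy, 0.06 to 0.26 for castration and 0.04 to -0.13 for the interaction. DESeq2's size factors gave 2325 and 2495 for the chromosomal effect in GDX mice, and DESeq2's Wald test 2508 and 2578. A fold change above 1.5 gave 1094 and 432 for the gonadal effect (23 and 6 sex-biased genes), 398 and 1391 for the chromosomal effect (11 and 10), 143 and 804 for that in intact mice, 632 and 1678 for that in GDX mice, 2766 and 3308 for ovariectomy, 2581 and 2861 for GDX and 282 and 265 for the castration minus ovariectomy difference, where library totals gave 320 and 272 (387 and 432 with TMM). No filter beyond 1 count gave 1814 and 2778 for the chromosomal effect (19 and 22), 289 and 875 for that in intact mice (4 and 8, compared with 7 and 9) and 1369 and 3010 for that in GDX mice. The compared arms alone gave 20 and 6 sex-biased genes for the gonadal effect (31 and 16), 1218 and 1882 for the chromosomal effect (16 and 20) and 56 and 434 for that in intact mice (0 and 6). With 1 surrogate variable it was 2378 and 3210 for ovariectomy (14 and 27), 3673 and 4097 for castration (34 and 36), 3654 and 4253 for GDX (29 and 39), 1334 and 1240 for the chromosomal effect in intact mice (15 and 11) and 98 and 244 for the interaction. At least 10 counts in every mouse gave 3 and 6 sex-biased genes for the chromosomal effect in intact and 15 and 16 for that in GDX mice. Unadjusted p-values gave 2059 and 1714 in intact mice (24 and 11), 866 and 1376 for the interaction (7 and 11, compared with 0 and 4) and 2002 and 1662 for the castration minus ovariectomy difference. The offsets gave 2065 and 2094 for the gonadal effect and 36 and 33 sex-biased genes for ovariectomy.

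Across the 47 fits that each left out one mouse, the interaction passed for 110 to 798 genes and 0 to 7 sex-biased genes (18 at an unadjusted p under 0.05 with all 47 mice), and the ovariectomy effect on Pnpla3 lay between -0.12 and 0.41, negative in 3 of them. The castration minus ovariectomy difference passed for 590 to 1817 genes. The castration effect on Pnpla3 stayed between 1.29 and 1.83 (adjusted p between 0.00300 and 0.0206 from edgeR's test) and the gonadal effect between 1.30 and 1.83 (0.00926 to 0.0430).

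Pnpla3 was not testable with at least 10 counts in every mouse, and neither the interaction nor the castration minus ovariectomy difference can be fitted with 2 arms alone. Pnpla3 also fell below edgeR's filter on low counts in the fit of the castrated and intact Te mice alone, so its castration effect has no value there. No paired analysis was possible because each mouse has its own identifier and gave 1 library. Pnpla3 had 0 to 103 reads per mouse and varied widely within groups, for example from 0.522 to 5.89 CPM in XY Te GDX mice. A difference within this spread between mice is not detectable with these groups, and how much of the limit comes from depth was not tested.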

Differences from the paper's values

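No test in this part was chosen only after the result was seen. Of 35 values that the paper states and that were also computed here, 5 differed. The gonadal effect passed for 47 sex-biased genes, compared with the paper's 30 in S3 Table. Of the alternatives set before the data were examined, library totals (44), no filter beyond 1 count (39), at least 10 counts in every mouse (38), the compared arms alone (26) and a fold change above 1.5 (29) closed the gap to within 1.5 times, and DESeq2's size factors (47), DESeq2's Wald test (49), all 48 mice (49), 1 surrogate variable (48), offsets for GC content and length (53), unadjusted p-values (67) and adjustment over the list alone (49) did not. The chromosomal effect passed for 56 sex-biased genes, compared with the paper's 37. DESeq2's size factors (54), library totals (43), no filter beyond 1 count (41), at least 10 counts in every mouse (36) and the compared arms alone (36) closed the gap, and DESeq2's Wald test (56), all 48 mice (57), 1 surrogate variable (70), the offsets (64), a fold change above 1.5 (21), unadjusted p-values (63) and adjustment over the list alone (56) did not.

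The chromosomal log2 fold change of Elf4 was -1.88 (standard error 0.18), compared with the paper's -2.13. Library totals (-1.98) and the compared arms alone (-2.15) closed the gap to within a standard error, and DESeq2's size factors (-1.90), DESeq2's Wald test (-1.91), no filter beyond 1 count (-1.93), at least 10 counts in every mouse (-1.91), all 48 mice (-1.90), 1 surrogate variable (-1.81) and the offsets (-1.90) did not. That of Pfkfb4 was -1.57 (standard error 0.16), compared with the paper's -1.76. Library totals (-1.66), DESeq2's Wald test (-1.60), no filter beyond 1 count (-1.62), all 48 mice (-1.60), the compared arms alone (-1.76) and the offsets (-1.61) closed the gap, and DESeq2's size factors (-1.60) and 1 surrogate variable (-1.56) did not.

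S3 Table lists 3 of the names as not detected. Here 1 of them (Slc22a7.1, named after its values were seen) matched no gene of the count table, over the 47 mice of Figs 5I to 5L and over all 48. None of the alternatives set before the data were examined changed this. By its form the name may repeat Slc22a7, which is also among the 148 names and was tested, rather than stand for a gene of its own. The other 2, named after their values were seen, were Hist1h4c, with 147 reads over 43 mice, and Ptp4a1, with 1296 reads over 48 mice.

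The genes that passed in S3 Table and were tested here passed here too, 30 of 30 for the gonadal, 35 of 36 for the chromosomal, 79 of 80 for the ovariectomy and 71 of 76 for the castration effect, with the exceptions named next, after their values were seen. Adjusted p-values are those of edgeR's test unless another is named. For the chromosomal effect, Itm2c was at -0.18 (adjusted p = 0.0569), compared with the paper's -0.22 (0.0486), and every alternative called it except a fold change above 1.5 and adjustment over the list alone. For ovariectomy, Zfp651 was at 0.63 (0.0547), compared with the paper's 0.65 (0.0448), and library totals, DESeq2's Wald test, the compared arms alone and unadjusted p-values called it. For castration, Pabpc4 was at 0.17 (0.0966; the paper's 0.18, 0.0171) and was called by library totals, at least 10 counts in every mouse and the compared arms alone. Thsd4 was at 0.55 (0.0945; the paper's 0.61, 0.0382) and was called by library totals alone. Ube2cbp was at -0.29 (0.0562; the paper's -0.32, 0.0450) and was called with all 48 mice and by unadjusted p-values. Fam47e was at -0.41 (0.112; the paper's -0.49, 0.0123) and was called by the compared arms alone. Pot1a was at -0.21 (0.0573; the paper's -0.20, 0.0427) and was called by the compared arms alone and by unadjusted p-values. Dtna, with the paper's 1.05 for the chromosomal and 1.36 for the castration effect, was not tested here, and it was called by the fit without a filter beyond 1 count (1.06 and 1.31).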

Other observations

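Among the tests reported in this part, those of library scaling and of the lipogenic genes that rose for Pnpla3, of splits for the castration minus ovariectomy difference, of 0 values in S3 Table and of an extra copy of an X segment were chosen only after the result was seen.

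Pnpla3 rose after castration by a log2 fold change of 1.60 (8 of 12 castrated mice above every intact Te mouse). With the mean of 8 lipogenic genes as a covariate it was 1.45 (standard error 0.37, adjusted p = 0.00107 from edgeR's test), 90.3% of the value without it. This mean hardly moved with castration (0.128 ± 0.422 in Te GDX and -0.0806 ± 0.830 in Te Intact mice, SD, n = 12 and 11), so these genes did not shift as a whole, and adjusting for it cannot show whether the rise went with those of them that rose. With the mean of the 4 that rose (Acaca, Acly, Fasn and Elovl6) as a covariate, the log2 fold change of Pnpla3 was 0.291 (standard error 0.44, adjusted p = 0.626 from edgeR's test), 18.2% of the value without it. These genes were chosen because they rose, so their mean follows castration (0.581 in Te GDX and -0.609 in Te Intact mice) and this covariate can take away part of the rise whatever its cause. It was 1.41 with offsets for GC content and length and 1.81 with library totals. Within groups Pnpla3 varied together with the lipogenic mean (permutation p = 1.00e-05, the smallest these permutations can give). The lipogenic genes did not move together after castration, with log2 fold changes of 0.80 for Acaca, 0.64 for Acly, 0.63 for Fasn and 0.53 for Elovl6, 0.16 for Srebf1 (adjusted p = 0.428 from edgeR's test) and -0.37 for Thrsp (adjusted p = 0.212), and -1.13 for Scd1 and -1.27 for Me1. Srebf1 turned to -0.11 with 1 surrogate variable and to -0.20 with offsets for GC content and length, where Fasn was at 0.02. The rise of Pnpla3 may thus be part of a shift shared with the lipogenic genes that rose, which these covariates do not decide, and a response of Pnpla3 of its own is neither shown nor ruled out. Castrated and intact mice also differed in cohort and weeks of HFD.

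Of the receptors and factors that the paper discusses for other experiments, Esr1 rose after castration by a log2 fold change of 1.54 (standard error 0.13, adjusted p = 2.87e-12 from edgeR's test; 12 of 12 castrated mice above every intact Te mouse). The log2 fold change was 0.60 for Nfya (7 of 12 above), 0.28 for Nfyc (11 of 12 above), -0.16 for Nfyb (adjusted p = 0.0401 from edgeR's test; 0 of 12 below and 0 above every intact Te mouse), 0.27 for Nr1h2 (8 of 12 above) and -0.27 for Nr1h3 (adjusted p = 0.0652; 6 of 12 below and 3 above, with a mean of 99.5 CPM in castrated and 98.5 CPM in intact Te mice). Nfyb turned to 0.04 with library totals and to 0.25 with the offsets, and Nr1h3 to 0.01 with 1 surrogate variable.

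The 86.1% of tested sex-biased genes that passed in at least 1 effect lay at percentile 17.83 of random lists matched on expression, so the share is what lists of genes of like expression give in these mice. A higher share than in matched lists was seen for the gonadal effect (percentile 98.2) and a lower one for ovariectomy (percentile 0.505) and GDX (percentile 0.34).

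Each count of genes was compared with the counts from other splits of the 47 mice, 100 in each family with the real one included, in which the compared label was shuffled within the groups of the other labels. The gonadal effect gave as many genes in 4 and as many sex-biased genes in 3 of 100 splits, and other splits reached up to 7681 genes and 56 sex-biased genes. For the chromosomal effect both counts were reached in 1 of 100 splits, that is the real one alone, and likewise in 1 of 100 for the chromosomal effect in GDX mice, the ovariectomy effect, the castration effect and the GDX effect. Other splits reached up to 42 genes for the chromosomal effect and 2 for that in GDX mice. They reached up to 8754 genes and 67 sex-biased genes for ovariectomy, 2278 and 16 for GDX, and 125 and 1 for castration. The median of the other splits was 0 for each of these effects. For the chromosomal effect in intact mice the number of splits was 4 for all genes and 3 for the sex-biased genes, and other splits reached up to 5173 and 33. For the interaction it was 2 and 2, and other splits reached up to 1585 and 8. For the castration minus ovariectomy difference it was 2 for all genes and 2 for the sex-biased genes, and other splits reached up to 5193 and 36. With all labels shuffled together, 1 of 100 splits, the real one, gave as many sex-biased genes in at least 1 effect and as large a share of all tested genes.

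Of 437 tested X-linked genes with a position in NCBIM37, 77 were higher in XY and 91 higher in XX mice over intact and GDX mice. The 77 were neighbours more often than in random draws (24 adjacent pairs compared with a mean of 13.4, permutation p = 0.000700 from 10000 draws). The longest run, singled out after its values were seen, held 10 genes in a row from 163645025 to 166443668 of the X chromosome (Tmsb4x, Tlr8, Tlr7, Prps2, Msl3, Arhgap6, Gm15261, Hccs, Mid1 and G530011O06Rik), where random orders of the genes gave at most 7 (permutation p = 1.00e-04, the smallest that 10000 orders can give). Their log2 fold changes lay between -2.96 (Tlr8) and -0.49 (G530011O06Rik), with a median of -0.86, and stayed negative with DESeq2's factors and library totals. Hccs was higher in 24 of 24, Prps2 in 23, Msl3 in 22 and Arhgap6 in 20 XY mice than in every XX mouse. With macrophage and lymphocyte markers as a covariate, 7 of the 10 genes still passed, with a median log2 fold change of -0.82 over the 10. The log2 fold changes of Prps2 (-0.68 to -0.67), Hccs (-0.89 to -0.80), Msl3 (-0.93 to -0.84) and Arhgap6 (-0.83 to -0.94) moved by little, so for these 4 no large part went with the markers. Mid1 (adjusted p = 0.0503, log2 fold change -0.78) and Gm15261 (adjusted p = 0.0680, -0.61) no longer passed by edgeR's test, G530011O06Rik turned to 0.20 (adjusted p = 0.620), so the run was broken. Tmsb4x went from -2.45 to -0.93, Tlr7 from -1.98 to -1.28 and Tlr8 from -2.96 to -2.24, so more of these cells in XY livers is not ruled out as part of the cause for these genes. An extra copy of this segment in the XY mice of the model is a candidate explanation, written as a hypothesis since it was found and tested on the same data. A strain variant in this segment was not tested, and the order of genes was taken from another build than the authors'. In that build Gm15261 lies within Arhgap6, Hccs overlaps Arhgap6 and G530011O06Rik lies within Mid1, so these genes can have exchanged reads. Both permutation tests treat the genes as independent and can thus overstate the clustering. The run bears on the chromosomal effect, since genes in it would differ between XX and XY mice by copy number.

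The mean CPM that S3 Table lists for each group were compared with the counts for 1160 pairs of a gene and a group. In the 1154 pairs without a mouse at 0 the listed value equals the mean over all mice of the group, XX Te Intact mouse 95271 included. In the 6 pairs with a mouse at 0, from 5 genes (Zfp651, Pnpla3, Mycn, Dtna and Aurkb, singled out after their values were seen), all 6 equal the mean over the mice above 0. For Pnpla3 in XX Te Intact mice the paper's value is 0.513 CPM, and the mean over all 6 mice is 0.427 CPM. A treatment of 0 reads as a missing value is a candidate explanation, which would also leave XX Te Intact mouse 95271 out of Figs 5I to 5L.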
